# Single-cell transcriptomics reveals the cellular identity of a novel progenitor population crucial for murine neural tube closure

**DOI:** 10.1016/j.heliyon.2024.e37259

**Published:** 2024-08-30

**Authors:** Zihao Deng, Marina R. Carpinelli, Tariq Butt, Graham W. Magor, Peinan Zhao, Kevin R. Gillinder, Andrew C. Perkins, Stephen M. Jane

**Keywords:** *Grhl3*, *Tfap2a*, *Tfap2c*, Neural tube closure, Neural tube defects, Single cell-RNA sequencing

## Abstract

Neural tube closure in vertebrates is achieved through a highly dynamic and coordinated series of morphogenic events involving neuroepithelium, surface ectoderm, and neural plate border. Failure of this process in the caudal region causes spina bifida. Grainyhead-like 3 (GRHL3) is an indispensable transcription factor for neural tube closure as constitutive inactivation of the *Grhl3* gene in mice leads to fully penetrant spina bifida. Here, through single-cell transcriptomics we show that at E8.5, the time-point preceding mouse neural tube closure, co-expression of *Grhl3*, *Tfap2a*, and *Tfap2c* defines a previously unrecognised progenitor population of surface ectoderm integral for neural tube closure. Deletion of *Grhl3* expression in this cell population using a *Tfap2a-Cre* transgene recapitulates the spina bifida observed in *Grhl3*-null animals. Moreover, conditional inactivation of *Tfap2c* expression in *Grhl3*-expressing neural plate border cells also induces spina bifida. These findings indicate that a specific neural plate border cellular cohort is required for the early-stage neurulation.

## 1 Introduction

Neural tube defects (NTDs) are a group of severe congenital malformations of the central nervous system that arise from neural tube dysmorphogenesis [1]. Open NTDs manifest as exposure of the spinal cord or brain due to failure in neural tube closure, a process in which the neural plate forms a closed tubular structure to provide a morphological scaffold for the development of the central nervous system [2]. Neural tube closure-related open NTDs are classified into three subtypes: anencephaly (failure of neural plate closure at the cranial region), spina bifida (failure of neural plate closure at the spinal region) and craniorachischisis (where the entire tube largely remains open along the cranial-caudal axis) [[3], [4], [5]]. Occurring between day 22 and 26 post-fertilisation in human and between embryonic day (E) 8.5 to E10.0 in mouse, neural tube closure is a critical developmental milestone in early embryogenesis [1,6]. Neural tube closure is achieved through a highly dynamic and coordinated series of morphogenic events in which a pair of apposed epithelial sheets progressively join together by ‘zippering’ along the cranial-caudal axis to create a hollow tubular structure [6]. This complex developmental process involves drastic cellular and molecular changes in neuroepithelium, the adjacent surface ectoderm and the interface of these two tissues, which is commonly referred to as the neural plate border.

Grainyhead-like 3 (GRHL3), a member of the family of GRHL transcription factors, is among one of the most crucial genes required for neural tube closure in both mouse and human [7,8]. Constitutive inactivation of its expression in murine embryogenesis leads to failures in dorsolateral hinge points formation and subsequently in caudal neural tube closure, resulting in fully penetrant thoraco-lumbo-sacral spina bifida. Additionally, *Grhl3*-null mice display occasional exencephaly, the embryonic precursor of anencephaly, soft-tissue syndactyly due to abnormal periderm morphogenesis, and a short longitudinal embryonic axis due to defects in the planar cell polarity pathway [7,[9], [10], [11]]. *Grhl3*-null mice die soon after birth of excessive transepidermal water loss due to defective skin barrier formation and show impaired keratinocyte differentiation and disrupted epidermal architecture [9,12]. Moreover, the curly tail (*ct*) mouse strain, an extensively utilised classical model of NTDs for more than five decades, carries a hypomorphic allele of *Grhl3* and displays incompletely penetrant caudal NTDs [7,13,14]. In humans, mutations in *GRHL3* have been identified as a major predisposing factor for developing spina bifida with several *de novo* and inherited variants in *GRHL3* reported in patients with NTDs [15,16].

Despite the identification of GRHL3 as an indispensable factor for neural tube closure, the molecular mechanisms by which GRHL3 induces this complex morphogenic process remains largely enigmatic. At E8.5, the developmental time-point preceding murine neural tube closure, *Grhl3* is highly and predominantly expressed along the caudal neural plate border, with expression expanding to the entire surface ectoderm by E10.5 [7,17,18]. In addition, *Grhl3* is expressed at a low level in the node-streak border (NSB) and caudo-lateral epiblast (CLE) regions, where neuromesodermal progenitors (NMPs) are found, and at low levels in the neuroepithelium at E8.5 [19]. Between E9.0-E9.5, *Grhl3* is expressed mosaically in neuroepithelium of the open posterior neuropore [13,19,20], and at E10.0-E10.5, expression is undetectable in neuroepithelium, but emerges within the hindgut endoderm [13,19]. De Castro et al. [19] have explored which of these *Grhl3* expression sites are critical for neural tube closure by specifically inactivating *Grhl3* expression in hindgut endoderm using the *Sox17-Cre*, in neuroepithelium and NMPs using the *Nkx1-2-Cre*, and in all these sites using both drivers. Only embryos with *Grhl3* expression inactivated in hindgut endoderm showed mild caudal NTDs with incomplete penetrance due to excessive caudal curvature [19]. Although this finding indicates that hindgut endoderm-specific *Grhl3* function is required for spinal neurulation, *Grhl3* is not expressed at this site until E10.0, suggesting that the early stage of neural tube morphogenesis must require *Grhl3*-expression elsewhere. Given that at E8.5, *Grhl3* expression is largely confined to the neural plate border territory [18], it is conceivable that loss of *Grhl3* expression at this site may underpin *Grhl3*-null caudal NTDs. This is in keeping with recent studies showing that loss of *Grhl3* expression is correlated with the loss of lamellipodia and other cellular structures in neural plate border cells that are critical for caudal neural tube closure [7,21,22].

The importance of the neural plate border cell population has also been defined in tissue explant studies in chicken. Selective removal of the neural plate border cells from explant chick neural plates *in vitro*, prevented neural plate folding and tube closure, despite successful midline longitudinal furrowing of the plate. However, if the neural plate border was left intact, even with the adjacent surface ectoderm removed, the neural plate folded and closed normally [[23], [24], [25]], indicating that the small cohort of neural plate border cells where *Grhl3* is expressed at E8.5 provides sufficient inductive and mechanical contributions for complete neural tube closure. In keeping with this, Jaffe and Niswander [21] showed that *Grhl3*-null mice did not display any patterning and integrity defect in surface ectoderm during spinal neurulation. In contrast, other studies have suggested that abnormal surface ectoderm development, coupled with altered mechanical properties underpin *Grhl3*-null NTDs [17,19,26], leaving significant uncertainty as to the critical population for *Grhl3*-induced neural tube closure.

To address this, we have now employed single-cell RNA sequencing (scRNA-seq) to investigate the transcriptomic profiles of specific cell populations in wild-type (WT) and *Grhl3*-null mouse embryos at E8.5 (the 6-7-somite stage). We found that *Grhl3* is co-expressed with transcription factor genes *Tfap2a* and *Tfap2c* in the neural plate border territory. RNA velocity analysis predicted that the neural plate border cell cohort marked by the co-expression of *Grhl3*, *Tfap2a*, and *Tfap2c* is a novel progenitor population of surface ectoderm. Deletion of a conditional allele of *Grhl3* using a mouse line expressing *Cre* recombinase expressed from *Tfap2a* regulatory elements recapitulated the spina bifida observed in constitutive *Grhl3*-null animals. Moreover, conditional inactivation of *Tfap2c* expression in *Grhl3*-expressing neural plate border cells also caused caudal neural tube defects, demonstrating a clear de-association between neurulation and surface ectoderm development. These findings suggest that at the initiation of neural tube closure, *Grhl3*-expressing neural plate border cells are neither committed surface ectoderm nor neuroepithelial/neural crest cells, but a previously unidentified progenitor population that plays a necessary and sufficient inductive role in the early-stage spinal neurulation.

## 2 Results

### 2.1 Single-cell transcriptomics profiling of E8.5 mouse embryo

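ScRNA-seq counts were available for 4 libraries from E8.5 mouse embryos at the 6 to 7 somite stage, 2 WT and 2 *Grhl3*-null. The caudal parts of 5 WT embryos and of 3 *Grhl3*-null embryos had been dissociated, the cells of each genotype had been pooled, and 2 reactions had been run on each pool. Every comparison of the genotypes is therefore a comparison of 2 pools of cells. The spread between the libraries of a genotype is that of repeated reactions and holds no spread between embryos. Cells had been captured in droplets with a 3′ kit of 10X Genomics, in which a unique molecular identifier (UMI) marks each captured transcript. The authors aligned the reads to mm10 with Cell Ranger and deposited the number of UMIs counted per gene and cell, without normalisation and before their filters in Seurat. The WT libraries held 230556666 and 224056649 UMIs in 6186 and 5698 cells. The *Grhl3*-null libraries held 232903564 and 217559026 UMIs in 6177 and 6178 cells. The paper states its depth in reads, whereas all values given here rest on UMIs.

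*Grhl3* (ENSMUSG00000037188), the gene disrupted in the null embryos, lies on the minus strand of chromosome 4 of mm10 from 135541888 to 135573630. In cells that passed the filters it gave 878 and 803 UMIs in the WT libraries against 12 and 14 UMIs in the null libraries.

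Cells with at least 3000 genes, at least 7500 UMIs and at most 7% of their UMIs from mitochondrial genes were kept, as the paper's methods state. The 4 libraries were merged without integration, normalised by SCTransform with 3000 variable features, and clustered in Seurat at resolution 0.4. For this, 30 principal components and 20 nearest neighbours were used, since the paper's text does not name the number of components. A cluster was named after the cell type of Table S1 with the most markers among the cluster's 30 leading genes by fold. It needed at least 3 of the 15 markers of that type and over 1.5 times as many as of the next type, and was otherwise left unnamed. Doublets were kept, since the methods name no doublet caller. For tests of genes, UMIs were summed over the cells of a class in each library, and genes were compared between the genotypes by edgeR's quasi-likelihood test after TMM normalization. A gene was called with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. Numbers of cells per class were compared by the same test with the library's filtered cells as offset. Expression is given as CPM, the gene's share of a class's summed UMIs on the usual scale of counts per library, and means are given with the SD over the 2 libraries of a genotype.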

To examine the transcriptomic profiles of cell populations crucial for neural tube closure, we harvested E8.5 (the 6-7-somite stage) WT and *Grhl3*-null mouse embryos to generate single cell suspensions from the caudal half of these embryos for droplet-based scRNA-seq (Fig. 1A). At the sequencing depth of 400 million reads per library, we captured 24,239 cells with the average depth of 74,836 reads and 5537 genes detected per cell. 

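The 4 libraries held 24239 cells. The median number of genes detected per cell was 5641 and the mean was 5280. By genotype, the median was 5610 genes in WT cells and 5676 genes in *Grhl3*-null cells. The median number of UMIs per cell was 32041.5 in WT and 32476 in *Grhl3*-null cells. Reads per cell were not analysed here.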

After stringent quality control and filtering using Seurat, the final scRNA-seq dataset contained 20,196 cells. 

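The filters left 20198 cells. Of the WT cells, 5459 and 5116 were kept, which is 88.2% and 89.8% of each library. Of the *Grhl3*-null cells, 4842 and 4781 were kept, which is 78.4% and 77.4% of each library, so the genotypes differed by more than the libraries of one genotype did. Too few genes were detected in 2414 null cells against 1138 WT cells. The limit on mitochondrial counts was exceeded by 1846 null and 794 WT cells, and some cells failed several filters. Among the kept cells, the median was 34050 UMIs in WT and 36837 UMIs in *Grhl3*-null cells. The choice that moved the number of cells most was a stricter mitochondrial limit of 5%, which kept 18258 cells.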

Unsupervised clustering identified 16 major cell types with distinct gene expression profiles that were projected onto Uniform Manifold Approximation and Projection (UMAP, Fig. 1B). 

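At resolution 0.4 the 20198 filtered cells formed 16 clusters. The number stayed at 16 with 20 or 50 principal components and when Hox, sex-linked and haemoglobin genes were left out of the variable features. It was 17 with doublets removed and 18 with log-normalised counts. Resolution 0.8 moved it most, to 23 clusters. In the clustering at resolution 0.4, 14 clusters could be named and held 16420 cells, or 81.3% of all filtered cells. A cluster of 3254 cells led by *Prrx1*, *Hand2*, *Foxf1*, *Hoxd1* and *Osr1* had 9 markers of Mesenchyme 1 and 8 of lateral plate mesoderm and stayed unnamed. It held 14.7% ± 0.0758 of WT and 17.7% ± 0.488 of *Grhl3*-null cells (SD, n = 2 each). Another cluster of 524 cells, whose markers were split between Mesenchyme 1 and caudal mesoderm, also stayed unnamed. Its cells had a median of 16245 UMIs and made up 3.31% ± 0.116 of WT and 1.81% ± 0.0720 of *Grhl3*-null cells (SD, n = 2 each).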

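The 14 named clusters carried between 5 and 15 of the 15 markers that Table S1 gives for their cell type among their 30 leading genes by fold. The fewest were found for the intermediate mesoderm and the most for the paraxial and the pre-somitic mesoderm. Markers of the next cell type were few, with at most 2 of them in most named clusters. The exceptions were the pre-somitic cluster, which carried 7 markers of somitic mesoderm, the somitic cluster with 6 markers of pre-somitic mesoderm, and Mesenchyme 2 with 5 markers of caudal mesoderm. The lateral plate mesoderm gained a cluster of its own at resolution 0.8, and the caudal mesoderm was found only when each cell was given the class with the highest mean score of its Table S1 markers.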

Each cluster was evaluated and annotated based on a set of differentially expressed genes (DEGs) that are known to mark the specific cell population (Fig. 1C and Table S1) [27]. These 16 clusters encompass cell populations originating from all three germ layers and their major derivatives, including six mesoderm populations, two ectoderm clusters and the endoderm derived gut tube (Fig. 1B). This indicates normal germ layer specification in both WT and *Grhl3*-null embryos, in keeping with the unaffected embryonic patterning in the null animals [12]. 

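Of the WT cells, the neuroepithelium-like class held 9.18% ± 0.0469 (SD, n = 2 libraries) and the surface ectoderm and neural plate border-like class 4.55% ± 0.219. The gut-like class of the endoderm held 4.92% ± 0.269. Outside the paraxial, somitic and pre-somitic classes, the mesoderm-derived classes in WT were the Mesenchyme 2-like class with 8.18% ± 0.455, the endothelium-like class with 2.93% ± 0.174, the intermediate mesoderm-like class with 2.23% ± 0.0314, the notochord-like class with 1.40% ± 0.238, the erythroid-like class with 1.12% ± 0.203 and the Mesenchyme 1-like class with 1.08% ± 0.285. Primordial germ cell-like cells made up 0.195% ± 0.138, or 21 WT cells.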

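Each of the 14 named classes held cells of both genotypes in all 4 libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the clusters, the shares of 9 of the 14 classes differed between the 2 pools. Among the classes outside the paraxial lineage, the share of the gut-like class was higher in *Grhl3*-null cells by a log2 fold change of 0.73 (adjusted p = 3.1e-09, edgeR). The same test gave a log2 fold change of 0.51 for the neuroepithelium-like class (adjusted p = 2.4e-08, edgeR), and 0.05 with log-normalised counts (adjusted p = 0.57, edgeR). Mesenchyme 1-like cells rose by 1.53 (adjusted p = 1.7e-10, edgeR), and 0.55 with 20 principal components, where a further cluster of 2832 cells took that name, and endothelium-like cells by 0.48 (adjusted p = 3.4e-04, edgeR). The surface ectoderm and neural plate border-like class rose by 0.26 (adjusted p = 0.019, edgeR), which became 0.10 (adjusted p = 0.36, edgeR) with TMM normalization of the class counts. In each of these classes both null libraries lay above both WT libraries. By sex of the embryo, the neuroepithelium-like share had a log2 fold change of 1.86 among male and -1.27 among female cells, the Mesenchyme 1-like share of -0.40 and 3.49, and the endothelium-like share of -0.23 and 1.07. The gut-like share rose in both sexes, by 0.68 among male and 0.69 among female cells, as did the surface ectoderm and neural plate border-like share, by 0.37 and 0.40. Primordial germ cell-like cells numbered 16 and 5 in the WT and 13 and 26 in the null libraries, a log2 fold change of 1.02 (adjusted p = 0.021, edgeR), between 0.46 and 2.06 with 1 library left out, and the share of null library 1 lay below that of WT library 1. The shares of the Mesenchyme 2, intermediate mesoderm, notochord and erythroid-like classes had adjusted p-values from 0.12 to 0.84 by the same edgeR test. Between clusterings the Mesenchyme 2 share went from -0.53 with 50 principal components to 0.72 by marker score, and the intermediate mesoderm share from -0.60 with 20 principal components to 0.71 by marker score, each with an adjusted p under 0.05 (edgeR). Clustering without Hox, sex-linked and haemoglobin genes gave log2 fold changes of 0.73 for gut-like and 1.05 for neuroepithelium-like cells. From the presence of all germ layers, the paper concludes that germ layer specification is normal in both genotypes.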

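A cluster named after the neuromesodermal progenitors (NMPs) by 13 of their 15 markers held 1522 WT and 1331 *Grhl3*-null cells. These were 14.4% ± 0.0451 of WT and 13.8% ± 0.479 of *Grhl3*-null cells (SD, n = 2 each). The log2 fold change was -0.06 (adjusted p = 0.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both null libraries below both WT libraries but within their 95% binomial intervals. With log-normalised counts in place of SCTransform the share was higher in null cells (log2 fold change 0.20, adjusted p = 0.0024, edgeR). Without Hox, sex-linked and haemoglobin genes it was lower (-0.35, adjusted p = 7.0e-05, edgeR).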

Of note, the scRNA-seq also identified a cluster of NMPs (Cluster 0), a progenitor population that contributes to both ectodermal and mesodermal lineages post gastrulation [28]. Next, we sought to delineate the specific *Grhl3*-expressing cellular populations at this stage by interrogating its expression pattern in the WT dataset. In keeping with the prior expression analyses [18,19], *Grhl3* is predominantly expressed in the surface ectoderm and neural plate border population (Cluster 10), and at a much lower level in NMPs (Cluster 0) and neuroepithelium (Cluster 3) at E8.5 (Fig. 1D–E).

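In the surface ectoderm and neural plate border-like class of WT embryos, *Grhl3* reached 28.9 ± 4.3 CPM (SD, n = 2 libraries), from 768 UMIs in 482 cells. This class held 45.5% of the *Grhl3* UMIs of a WT library on average. The level in the NMP-like class was 6.20 ± 0.968 CPM, from 430 UMIs, and in the neuroepithelium-like class 3.91 ± 0.114 CPM, from 161 UMIs. The neuroepithelium value depended most on the clustering and was 0.779 CPM at resolution 0.8. Primordial germ cell-like cells gave 7.32 ± 2.75 CPM from only 6 UMIs. The somitic-like class gave 2.28 CPM, the pre-somitic-like class 1.66 ± 0.450 CPM and the endothelium-like class, taken as background, 0.557 ± 0.374 CPM. At least 1 *Grhl3* UMI was found in 48.6% and 51.6% of the surface ectoderm and neural plate border-like cells of the WT libraries, at a median of 42282 and 42197 UMIs per cell. The corresponding shares were 18.2% and 20.7% for NMP-like cells, and 1.31% and 1.28% for endothelium-like cells, at a median of 39166 and 35654.5 UMIs per cell. With each cell thinned to 7500 UMIs, *Grhl3* was found in 17.9% (95% Clopper-Pearson interval 13.4 to 23.1) and 16.0% (11.5 to 21.5) of the surface ectoderm and neural plate border-like cells. In NMP-like cells it was then found in 3.44% (2.28 to 4.97) and 4.34% (2.98 to 6.07). In *Grhl3*-null libraries the level in the surface ectoderm and neural plate border-like class was 0.290 CPM, from 7 UMIs.

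**Figure D1:**
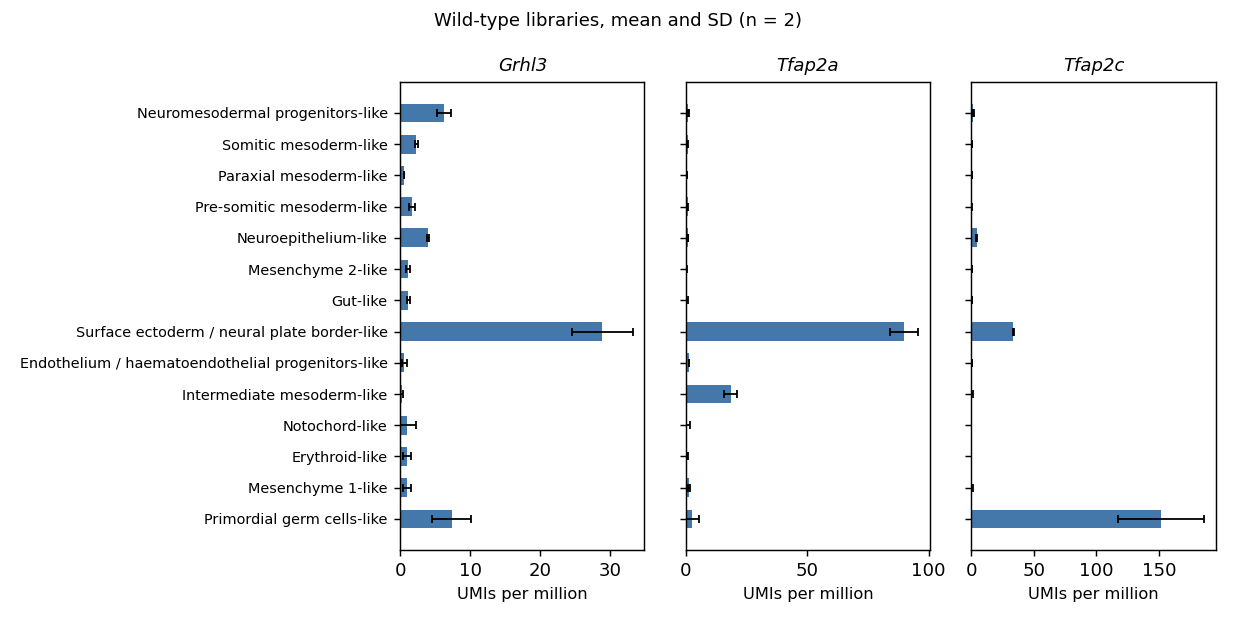
Expression of *Grhl3*, *Tfap2a* and *Tfap2c* in CPM for each named class of the WT libraries, with bars for the mean and error bars for the SD of the 2 libraries. *Grhl3* was highest in the surface ectoderm and neural plate border-like class, at 28.9 CPM. The *Grhl3*-null libraries are not drawn.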

**Fig. 1:**
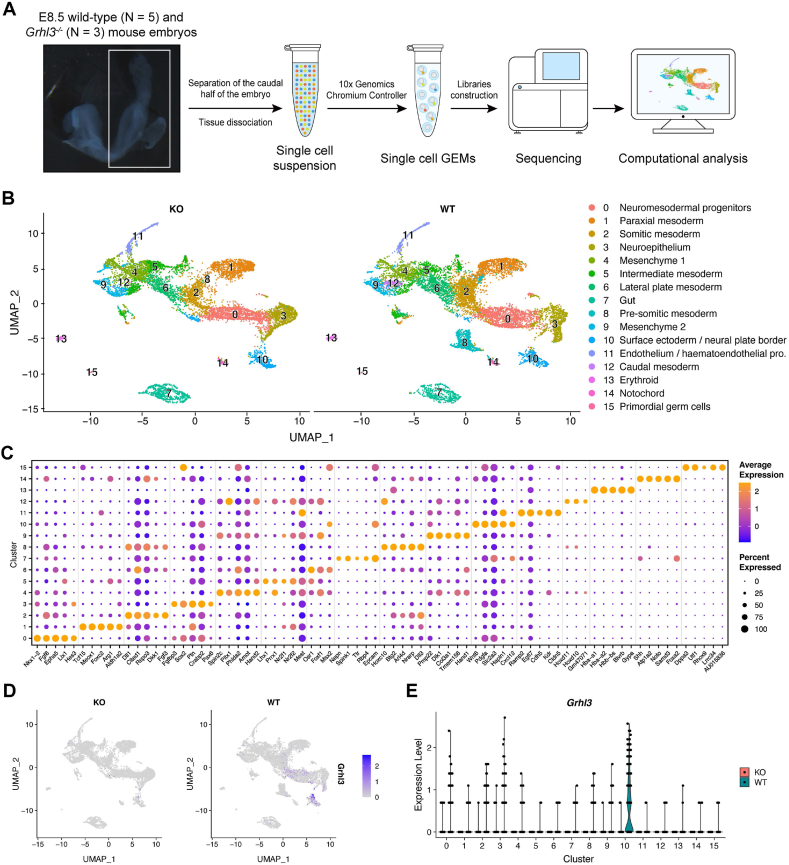
Single-cell RNA sequencing delineates diverse cell types in the caudal half of E8.5 mouse embryo. (A) Schematic diagram showing the workflow of scRNA-seq analysis on the caudal half of E8.5 wild-type (N = 5) and *Grhl3*^*−/−*^ (N = 3) embryos. (B) UMAP mapping of 20,196 cells from the scRNA-seq after quality control and filtering with unbiased clustering distinguished 16 cellular clusters. (C) Dot plot displaying expression profiles of top 5 differentially expressed genes from each cluster. The marker genes shared by multiple clusters are omitted from the plot. The size of a dot reflects the percentage of cells in a cluster that express the gene; the colour of a dot represents expression level of the gene. (D) UMAP showing the expression distribution and level of *Grhl3*. (E) Violin plot showing the expression distribution and level of *Grhl3*.

### 2.2 Single-cell transcriptomics reveals novel cell signatures of *Grhl3*-expressing cells

To further examine the cellular identity of the minute cohort of *Grhl3*-expressing neural plate border cells seen in Fig. 1D, we identified genes that are co-expressed with *Grhl3* in this cohort at E8.5. Firstly, we performed a gene co-expression correlation analysis on *Grhl3* in Cluster 10 (surface ectoderm and neural plate border) only. 

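Across the 482 WT cells of the surface ectoderm and neural plate border-like class, Pearson's r with *Grhl3* was computed on log-transformed counts per 10000 for the 10913 genes with a UMI in at least 10% of these cells. The coefficients describe these cells, which come from 1 pool and are not independent replicates, so no p-values are given. Over all ranked genes the median r was -0.00246 and the 95th percentile was 0.138.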

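The 18 genes of Fig. S1A were selected by the study on these same WT cells, so their coefficients are not independent evidence. *Fhl2* (ENSMUSG00000008136, chromosome 1 of mm10, 43123074 to 43196984) had the highest r of all genes with *Grhl3*, at 0.624. The r of the 16 genes drawn as positive was above 0 in both WT libraries, with a median of 0.493 and a range from 0.268 to 0.624. Their median was 0.52 in WT library 1 and 0.413 in WT library 2. Among all ranked genes, 11 of the 16 were in the 16 highest and 15 in the 50 highest. Genes outside the list ranked as high, with *Sfn* at rank 8, *Zic2* at 9, *Pax7* at 12, *Slc39a2* at 14 and *Dok1* at 15, named after their values were seen. *Ifitm3* had an r of -0.318, the 5th lowest, and *Cxcl12* of -0.258, the 11th lowest. All 18 coefficients kept their sign under each alternative. Thinning each cell to 7500 UMIs moved the values most and gave a median of 0.250 for the 16 genes.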

In total, 18 top associated co-expression genes were identified, of which 16 genes showed positive correlations while two genes showed negative correlations with *Grhl3* expression in Cluster 10 (Fig. S1A). 

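Among the positively correlated genes, *Cldn3* had an r of 0.575 with *Grhl3*, *F2rl1* of 0.544, *Gadd45a* of 0.532, *Dlx5* of 0.442, *Bmp5* of 0.381 and *Pax3* of 0.362. *Epha4* had the lowest r of the 16 genes and ranked 108 among all genes.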

Importantly, we noted that some of these genes are known to play important roles in neural tube closure, including *Cldn3* [29], *F2rl1* [30], *Gadd45a* [31], *Dlx5* [32], *Bmp5* [33], *Pax3* [34,35], and *Epha4* [36]. 

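*Tfap2c* had the second highest r with *Grhl3* of all ranked genes, at 0.576, and *Sox2* ranked 13 with an r of 0.473. *Tfap2a*, which Fig. S1A does not list, had an r of 0.032 and ranked 3385.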

Interestingly, we also saw several genes in this list, including *Tfap2c* [37], *Sox2* [38], *Dlx5* [39], *Bmp5* [40], *Pax3* [41], and *Epha4* [42], that are required for the development of neural crest cells. These findings illustrate that the *Grhl3*-expressing cell population in Cluster 10 resides within a region that shows remarkable developmental complexity and multipotency.

Of the 18 top co-expression genes, one gene, *Tfap2c*, is a well-characterised gene that demarcates the neural plate border domain at this stage, in keeping with its indispensable role in neural crest induction [43]. In a mouse model, constitutive inactivation of *Tfap2c* expression led to early embryonic lethality between E7.5 and E8.5 due to defective extra-embryonic membrane and placenta development [44], while specific inactivation of *Tfap2c* expression in *Sox2*-expressing cells caused a low penetrant curly tail phenotype [45], suggesting that apart from neural crest development, *Tfap2c* may also play a role in neural tube closure. Of note, its duplicated paralog gene, *Tfap2a*, is also a gene that marks the neural plate border territory during neurulation [46]. The transcription factors encoded by these two paralogs are both required for early neural crest specification from neural plate border territory as shown in chicken, zebrafish, and *Xenopus* studies [37,[47], [48], [49]]. Interestingly, in contrast to *Tfap2c*-null animals, *Tfap2a*-null mouse embryos exhibited a profound exencephaly phenotype with curly tail [50,51]. Moreover, a recent study has shown that *Grhl3* and *Tfap2a* genetically interact to induce neural tube closure in mouse, as loss of one allele of both genes is sufficient to cause both cranial and caudal NTDs [51].

We therefore examined the overall and Cluster 10-specific expression patterns of *Tfap2a* and *Tfap2c* in our scRNA-seq dataset. 

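*Tfap2a* (ENSMUSG00000021359, minus strand of chromosome 13 of mm10, 40715302 to 40738376) reached 89.9 ± 5.84 CPM in the WT surface ectoderm and neural plate border-like class (SD, n = 2 libraries). This class held 82.9% of the *Tfap2a* UMIs of a WT library on average. The next highest level was 18.4 ± 2.60 CPM in the intermediate mesoderm-like class. The neuroepithelium-like and the NMP-like class gave 0.924 and 0.923 CPM, below the 1.34 CPM of the endothelium-like class. *Tfap2a* was detected in 80.2% and 85.8% of the surface ectoderm and neural plate border-like cells, against 5.23% and 1.92% of endothelium-like cells.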

Our UMAP mapping clearly delineated the largely confined *Tfap2a* expression in Cluster 10 (Fig. 2A–B). Apart from a cohort of cells that co-express *Grhl3* and *Tfap2a*, however, there are additional cells that do not express *Grhl3* but also reside in this cluster and express *Tfap2a* (Fig. 2C). This is explained by our WISH showing *Tfap2a* expression was not only present in the neural plate border, but also widely distributed in surface ectoderm (Fig. 2D), whereas *Grhl3* is not at this timepoint [18]. 

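At least 1 *Grhl3* UMI was found in 125 of 257 and 116 of 225 WT cells of the surface ectoderm and neural plate border-like class. Of these, 90.4% (95% Clopper-Pearson interval 83.8 to 94.9) and 95.7% (90.2 to 98.6) also had a *Tfap2a* UMI. *Tfap2a* was found without *Grhl3* in 93 and 82 cells, or 36.2% and 36.4% of the class. Among cells without a *Grhl3* UMI, 70.5% (61.9 to 78.1) and 75.2% (66.0 to 83.0) had *Tfap2a*. After thinning to 7500 UMIs per cell, *Tfap2a* was found in 37.0% and 58.3% of cells with *Grhl3* and in 44.1% and 42.9% of cells without, so no difference between them was detectable at this depth.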

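*Tfap2c* (ENSMUSG00000028640, plus strand of chromosome 2 of mm10, 172549593 to 172558622) was highest in the WT primordial germ cell-like class, at 152 ± 34.1 CPM (SD, n = 2 libraries), from 133 UMIs in 21 cells. The surface ectoderm and neural plate border-like class followed with 33.4 ± 0.505 CPM and held 64.1% of the *Tfap2c* UMIs of a WT library on average. The neuroepithelium-like class gave 4.30 ± 0.377 CPM, the NMP-like class 1.57 CPM and the endothelium-like class 0.347 CPM. Of the WT cells of the surface ectoderm and neural plate border-like class, 58.8% and 59.6% had a *Tfap2c* UMI, against 0.654% and 0.641% of endothelium-like cells. Among cells with *Grhl3*, *Tfap2c* was found in 84.0% (95% Clopper-Pearson interval 76.4 to 89.9) and 83.6% (75.6 to 89.8). Among cells without *Grhl3* it was found in 34.8% and 33.9%. After thinning to 7500 UMIs per cell these shares were 30.4% and 30.6% with *Grhl3* against 12.8% and 20.6% without. All 3 genes were detected in 96 and 93 cells, or 37.4% and 41.3% of the class.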

Although *Tfap2c* is also expressed in primordial germ cells at this stage (Cluster 15, Fig. 2E–F), *Tfap2c* expression is largely co-localised with *Grhl3* expression in Cluster 10 (Fig. 2G). Most importantly, as opposed to *Tfap2a* which displays more widespread expression at E8.5, the *Tfap2c* expression domain is confined to the neural plate border territory, and no *Tfap2c* expression was detected in surface ectoderm (Fig. 2G–H). This expression pattern highly mirrors *Grhl3* expression in neural plate border at E8.5 [18]. 

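Within the surface ectoderm and neural plate border-like class, each WT cell was given the neural plate border, surface ectoderm or mesoderm-like list of Fig. S2C with the highest mean score. *Tfap2c* was at 42.6 ± 3.33 CPM in cells of the neural plate border list (SD, n = 2 libraries), at 27.2 ± 5.84 CPM in cells of the surface ectoderm list and at 21.7 ± 4.44 CPM in cells of the mesoderm-like list. *Grhl3* was at 42.1 ± 8.75, 17.2 ± 2.62 and 16.6 ± 5.80 CPM in the same lists. *Tfap2a* was at 89.3 ± 1.66 CPM, 123 ± 14.0 CPM and 44.2 ± 7.87 CPM in the same order. For comparison, *Tfap2c* was at 0.139 ± 0.103 CPM in the pre-somitic-like class. The WISH signals of Fig. 2H were not analysed here.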

Of note, the expression pattern and level of both *Tfap2a* and *Tfap2c* are normal in *Grhl3*-null embryos (Fig. 2B and F).

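In the surface ectoderm and neural plate border-like class, *Tfap2a* had a log2 fold change of -0.03 between *Grhl3*-null and WT (standard error 0.059, adjusted p = 0.81 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level in null libraries was 90.5 ± 3.64 CPM (SD, n = 2). *Tfap2c* fell to 18.1 ± 2.68 CPM in the null libraries (SD, n = 2). Its log2 fold change was -0.93 (standard error 0.095, adjusted p = 2.2e-06, edgeR), with both null libraries below both WT libraries. Under the alternatives with a test, the log2 fold change of *Tfap2c* lay between -0.98 and -0.73. With each library left out in turn it lay between -1.07 and -0.78. In the neuroepithelium-like class both genes were higher in *Grhl3*-null, *Tfap2a* by a log2 fold change of 2.28 (adjusted p = 2.2e-06, edgeR) and *Tfap2c* by 1.10 (adjusted p = 2.4e-05, edgeR), again in both null libraries. By sex, *Tfap2a* was higher there among male and among female cells. *Tfap2c* rose among female cells, from 3.89 ± 0.191 to 19.7 ± 2.90 CPM. Among male cells it was at 7.16 ± 3.01 CPM in WT and 7.78 ± 0.0305 CPM in null, within the spread. In the NMP-like class the log2 fold change of *Tfap2c* was -0.26 (adjusted p = 0.53, edgeR), and over all filtered cells 0.02 (adjusted p = 0.87, edgeR). Among cells of male embryos alone, told apart by Y-linked transcripts, *Tfap2c* in the surface ectoderm and neural plate border-like class fell by 0.99 (adjusted p = 8.7e-04, edgeR), and among cells of female embryos by 1.03 (adjusted p = 3.0e-04, edgeR). The pools also differed in posterior Hox transcripts in this class, where *Hoxc10* had a log2 fold change of -2.09.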

**Fig. 2:**
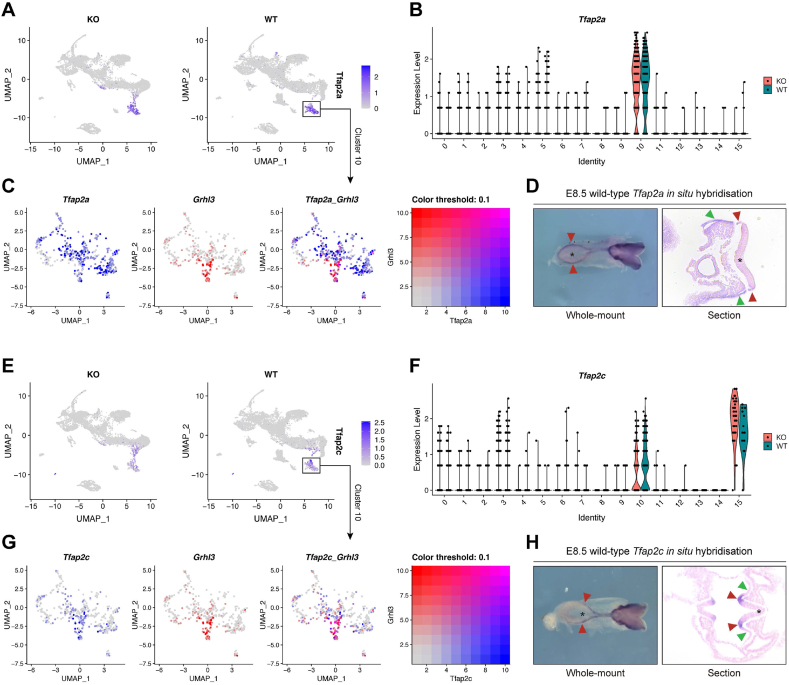
*Grhl3* is co-expressed with the classic hallmark genes of neural plate border, *Tfap2a* and *Tfap2c*, at E8.5. (A) UMAP showing the expression distribution and level of *Tfap2a*. (B) Violin plot showing the expression distribution and level of *Tfap2a*. (C) UMAP mappings of Cluster 10 only showing the co-expression of *Grhl3* with *Tfap2a*. (D) Whole-mount *in situ* hybridisation confirming the expression pattern of *Tfap2a* in E8.5 wild-type mouse embryo. Red triangles, neural plate border; green triangles, surface ectoderm; asterisk, neuroepithelium. (E) UMAP showing the expression distribution and level of *Tfap2c*. (F) Violin plot showing the expression distribution and level of *Tfap2c*. (G) UMAP mappings of Cluster 10 only showing the co-expression of *Grhl3* with *Tfap2c*. (H) Whole-mount *in situ* hybridisation confirming the expression pattern of *Tfap2c* in E8.5 wild-type mouse embryo. Red triangles, neural plate border; green triangles, surface ectoderm; asterisk, neuroepithelium.

### 2.3 Co-expression of *Grhl3*, *Tfap2a*, and *Tfap2c* defines a previously unrecognised cell population

Given our finding of the co-expression of *Grhl3*, *Tfap2a*, and *Tfap2c*, and the fact that *Tfap2a* and *Tfap2c* are critical genes for neural crest specification from neural plate border, we next examined the expression patterns of several genes involved in neurulation and/or in neural crest development. Notably, our scRNA-seq showed that at E8.5, although *Grhl3*-expressing neural plate border cells express surface ectoderm progenitor markers *Krt8*, *Pdgfa*, *Epcam*, and *Wnt6*, they express neither committed surface ectoderm markers *Krt5* and *Trp63* nor neuroepithelium markers *Fgfbp2* and *Nkx6-1* (Fig. S1B). However intriguingly, these cells express the characteristic markers of neural crest progenitors and early neural crest genes *Sox2*, *Pax3*, *Pax7*, and *Tfap2b* (Figs. S1A–B) but not the neural crest cell specifiers *Sox9* and *Snai2* (Fig. S1B). This finding is surprising as the *Grhl3*-null animals exhibit normal neural crest development [7,9]. These findings suggest that *Grhl3* expression distinguishes a unique neural plate border cell population from committed surface ectoderm, neuroepithelium and neural crest identities, but defines a previously unrecognised population critical for neural tube closure.

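Cells of the WT surface ectoderm and neural plate border-like class were divided by whether they had a *Grhl3* UMI after thinning each cell to 7500 UMIs, which gave 46 and 36 cells with *Grhl3* and 211 and 189 without. *Krt8* was found in 96.7% ± 4.61 of cells with *Grhl3* (SD, n = 2 libraries), *Pdgfa* in 94.0% ± 0.683, *Epcam* in 95.4% ± 2.65 and *Wnt6* in 88.2% ± 4.87. In cells without *Grhl3* the same genes were found in 94.8%, 90.9%, 86.3% and 77.9%. Their shares in thinned endothelium-like cells, taken as background, were 22.0%, 24.9%, 1.94% and 2.28%. *Krt5* was found in none of the cells with *Grhl3*, which allows a share of up to 6.52% in library 1 and 8.33% in library 2, and in 5.94% ± 1.66 of cells without. Unthinned, *Krt5* was found in 23.9% of cells with and 17.7% of cells without *Grhl3*, against 0.647% of endothelium-like cells. *Trp63* (ENSMUSG00000022510) was found in 14.9% ± 2.56 of cells with *Grhl3* and 29.0% ± 0.574 of cells without, at 26.0 ± 0.114 and 53.6 ± 2.91 CPM. The share of endothelium-like cells with *Trp63* was 0.321%. Unthinned, *Trp63* was found in 73.6% of cells with and 58.4% of cells without *Grhl3*. The median depth of the cells with *Grhl3* before thinning was 40753.5 and 45416.5 UMIs. *Nkx6-1* was found in none of the thinned cells with *Grhl3* and in 22.8% ± 1.46 of neuroepithelium-like cells. *Fgfbp2* was not analysed here. *Fgfbp3*, the gene drawn in Fig. S1B, was found in 11.8% ± 4.87 of cells with *Grhl3*, 3.72% ± 0.771 of cells without and 43.3% ± 1.72 of neuroepithelium-like cells.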

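After thinning to 7500 UMIs per cell, *Sox2* was found in 35.6% ± 11.1 of WT cells with *Grhl3* (SD, n = 2 libraries) and 10.3% ± 0.445 of cells without. *Pax3* was found in 33.9% ± 16.6 and 14.3% ± 4.54, and *Pax7* in 7.73% ± 4.78 and 1.30% ± 1.16. For these 3 genes the share was higher in the cells with *Grhl3* in both libraries. *Tfap2b* was found in 5.25% ± 4.36 of cells with *Grhl3* and 3.75% ± 0.0621 of cells without, a difference within the spread between the libraries. The background in endothelium-like cells was 2.58% for *Sox2*, 1.62% for *Pax3* and 0.321% for *Tfap2b*, and no such cell had *Pax7*, which allows a share of up to 1.96% and 1.92%. *Sox9* was found in 4.65% ± 2.65 of cells with and 4.88% ± 3.16 of cells without *Grhl3*, against 1.30% of endothelium-like cells. *Snai2* was found in none of the cells with *Grhl3* and in 8.97% ± 0.716 of cells without. Of the 14 panel genes measured, 7 were found in a larger share of cells with *Grhl3* in both libraries. Without thinning this number was 12, the alternative that moved it most. From the markers present and absent in these cells, the paper proposes that *Grhl3* expression sets apart a neural plate border cell population that has neither a committed surface ectoderm, nor a neuroepithelium, nor a neural crest identity.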

To further examine this novel cell population marked by the co-expression of *Grhl3*, *Tfap2a* and *Tfap2c*, we applied RNA velocity analysis to our scRNA-seq dataset to dissect the gene-specific transcriptional and cellular dynamics within this cell cohort [52]. RNA velocity analysis measures the relative abundance of un-spliced nascent RNA and spliced mature RNA and uses this information to predict the differentiation dynamics of cells. In WT surface ectoderm and the neural plate border cluster, Velocyto identified a clear root of differentiation (Figs. S2A–B), which contributed to the surface ectoderm and neural plate border populations. In *Grhl3*-null embryos, it is apparent that this normal differentiation program has been significantly compromised, as evidenced by the ambiguous differentiation trajectories (Figs. S2A–B). Intriguingly, without *Grhl3* expression, the neural plate border cell cohort lost its neural plate border configuration and shifted its identity towards surface ectoderm (Figs. S2B–C). 

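The 482 WT and 524 *Grhl3*-null cells of the surface ectoderm and neural plate border-like class formed 8 sub-clusters, which were named from the WT gene lists of Fig. S2C. The sub-cluster named after the neural plate border carried 4 of the 13 genes of that list and held 67 of 257 and 62 of 225 WT cells, or 26.1% (95% Clopper-Pearson interval 20.8 to 31.9) and 27.6% (21.8 to 33.9). It held 0 of 267 and 0 of 257 *Grhl3*-null cells, which allows a share of up to 1.12% and 1.17%. *Grhl3* was itself among its leading genes, its cells had a median of 55728 UMIs, and 10.1% of them were marked as doublets. Sub-clustering without *Grhl3*, Hox, sex-linked and haemoglobin genes, chosen after seeing the data, gave 26.1% and 32.9% in WT against 1.12% and 2.72% in null. When each cell was given the list with the highest mean score, the neural plate border held 45.1% and 47.1% of WT cells against 26.2% and 32.3% of null cells. The sub-cluster named after the surface ectoderm held 26.5% and 21.3% of WT cells and 8.24% and 7.00% of null cells, whereas by score the surface ectoderm share was 32.0% in WT and 41.4% in null. The mesoderm-like share was 18.3% ± 3.27 in WT and 25.7% ± 2.81 in null (SD, n = 2 each). Most null cells lay in unnamed sub-clusters, the largest of which held 35.6% and 34.6% of null cells and 3.89% and 5.33% of WT cells. In the test of the whole class, 11 of the 13 neural plate border genes were lower in null (7 of them with an adjusted p under 0.05, edgeR), 9 of the 13 surface ectoderm genes were lower (7, edgeR) and 9 of the 13 mesoderm-like genes were higher (5, edgeR). The study chose these lists on the same WT cells, so they are not independent evidence.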

We next assessed the splicing patterns of *Grhl3*, *Tfap2a*, and *Tfap2c* transcripts in the surface ectoderm and neural plate border cluster by plotting the un-spliced residuals of each gene (Fig. S2D). In WT cells more un-spliced *Grhl3*, *Tfap2a*, and *Tfap2c* transcripts are located within or in the vicinity of the identified differentiation origin, whereas no similar significant pattern was identified in the constitutive null population (Fig. S2D). These RNA velocity estimates are also supported by the Monocle 3 analysis, which showed a differentiation trajectory from the *Grhl3*-expressing neural plate border cells to the surface ectoderm lineage (Fig. S3) [53]. Together, these predictions suggest that the neural plate border cell cohort marked by *Grhl3*, *Tfap2a*, and *Tfap2c* expression is a novel progenitor population of surface ectoderm.

### 2.4 Loss of GRHL3 in *Tfap2a*-expressing cells recapitulates all *Grhl3*-null defects

At E8.5, the time of the initiation of neurulation in mouse, *Grhl3* and *Tfap2a* display overlapping expression only in the neural plate border domain (Fig. 2C–D). We therefore used *Tafp2a* as a driver of the *Cre* recombinase gene expression to conditionally inactivate *Grhl3* in the neural plate border cell population. To achieve this, we crossed the *Grhl3*^*+/−*^ mice to a line in which the *Cre* recombinase gene has been integrated into the 3′UTR of the endogenous *Tfap2a* locus (*Tfap2a*^*Cre/Cre*^, Fig. 3A and C) [54]. This *Tfap2a-Cre* cassette also contains an *IRES* and is inserted upstream of the endogenous *Tfap2a* poly-adenylation signal, allowing the *Cre* recombinase gene to be expressed through *Tfap2a* regulatory elements with normal endogenous gene function unaffected (Fig. 3A) [54]. Previous lineage analysis has demonstrated that during neurulation, *Tfap2a-Cre* activity also occurs in ectoderm, especially in the pharyngeal arch ectoderm [54]. This cross generated a line heterozygous for both *Grhl3* and *Tfap2a-Cre* (*Grhl3*^*+/−*^*;Tfap2a*^*Cre/+*^), which was then crossed to a *Grhl3*^*fl/fl*^ line to generate *Cre*-heterozygotes carrying one *Grhl3* floxed allele with either a WT *Grhl3* allele or a *Grhl3*-null allele (Fig. 3B–E). With the presence of the Cre recombinase, the floxed *Grhl3* region which contains exon 2–4 was excised, generating a *Grhl3* delta allele in *Cre*-positive mice (*Grhl3*^*Δ/+*^*;Tfap2a*^*Cre/+*^ and *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^, Fig. 3B–E). Analysis of genomic DNA from tissues derived from each germ layer indicated that a complete deletion of exons 2–4 of *Grhl3* was only observed in surface ectoderm (Fig. 3F).

**Fig. 3:**
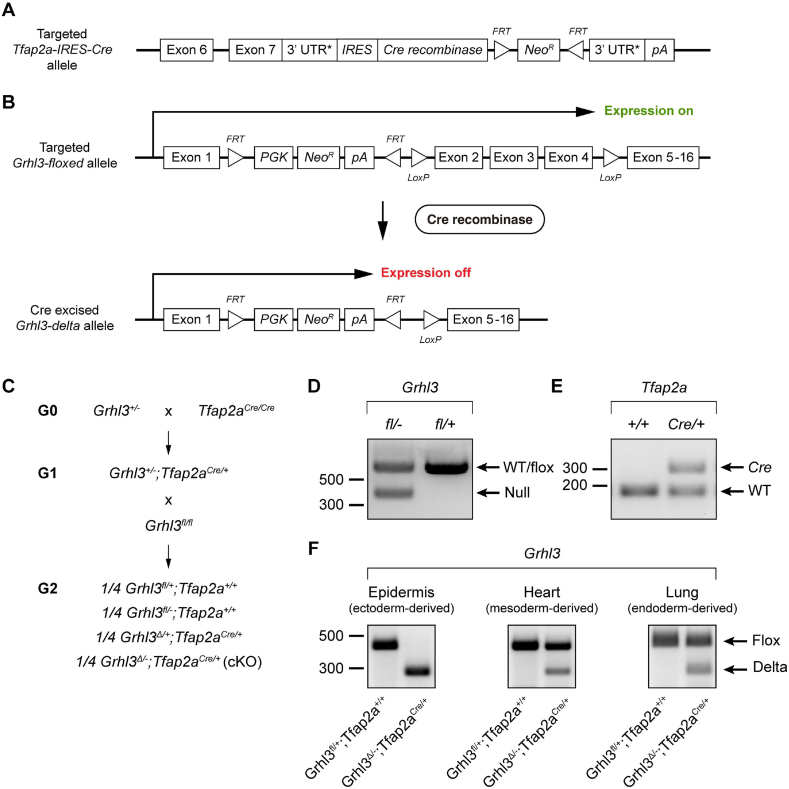
Generation of *Grhl3*^*flox*^*;Tfap2a*^*Cre*^ mouse model. (A) Schematic diagram showing the gene-targeting strategy for making the *Tfap2a-IRES-Cre* allele. The *IRES-Cre* cassette was inserted into the 3′UTR of *Tfap2a* locus. (B) When the *Tfap2a-Cre* is expressed, the *LoxP*-flanked *Grhl3* region, which contains exon 2 to exon 4, will be deleted. (C) Schematic diagram showing the breeding strategy for generating *Grhl3*^*flox*^*;Tfap2a*^*Cre*^ embryos. G0 *Grhl3* heterozygotes were crossed to *Tfap2a*^*Cre/Cre*^ mice to generate G1 double heterozygotes, which were then crossed to *Grhl3*^*fl/fl*^ mice to generate offspring with four different genotypes. (D) PCR genotyping of wild-type/floxed allele and null allele of *Grhl3* locus. (E) PCR genotyping of *Tfap2a-Cre* allele and wild-type *Tfap2a* allele. (F) PCR products of floxed allele and delta allele of *Grhl3* locus amplified from a representative organ or tissue derived from each of the three germ layers.

In E14.5 and E18.5, embryos with all possible genotypes (*Grhl3*^*fl/+*^*;Tfap2a*^*+/+*^, *Grhl3*^*fl/-*^*;Tfap2a*^*+/+*^, *Grhl3*^*Δ/+*^*;Tfap2a*^*Cre/+*^, and *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^) were present in a normal Mendelian ratio, indicating an absence of early embryonic lethality (Fig. 4A). To assess the outcome of neural tube morphogenesis in *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ conditional knockout (cKO) animals, we firstly harvested embryos at E14.5 to examine their gross phenotype. As expected, *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO embryos showed a complete penetrance of curly tail and thoraco-lumbo-sacral spina bifida, mirroring the NTDs observed in *Grhl3*-null embryos [7,9]. In contrast, *Grhl3*^*Δ/+*^*;Tfap2a*^*Cre/+*^ control embryos had normal neural tube closure (Fig. 4B). Transverse sectioning of *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO embryos at the low thoracic and lumbosacral region showed a convex caudal neural plate (Fig. 4C–E), which also phenocopied the malformed neural plate observed in constitutive *Grhl3*-null embryos [7]. *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO animals also showed a low frequency of exencephaly, again mirroring the constitutive knockout (Fig. 4A) [7]. Together with the genomic DNA analysis showing a complete deletion of the floxed *Grhl3* region only in surface ectoderm, these observations suggest that the expression of *Grhl3* at other sites (and in particular the hindgut endoderm) was not critical for early-stage spinal neurulation (Fig. 3F). To further characterise the spina bifida lesion observed in the *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO animals, we harvested *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO embryos at E18.5 to generate full-body skeletal preparations. The *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO embryos mimicked constitutive *Grhl3*-null animals, showing striking abnormalities in the vertebral column, with the first splayed vertebral pedicle (SVP) observed between the eighth to the tenth thoracic vertebrae (T8 to T10) coupled with severe kyphosis (Figure S4A-B and E). Together, these findings indicate that inactivation of *Grhl3* expression in *Tfap2a*-expressing cells is sufficient to induce spinal NTDs of equivalent severity to those seen in embryos with constitutive knock-out of *Grhl3*.

**Fig. 4:**
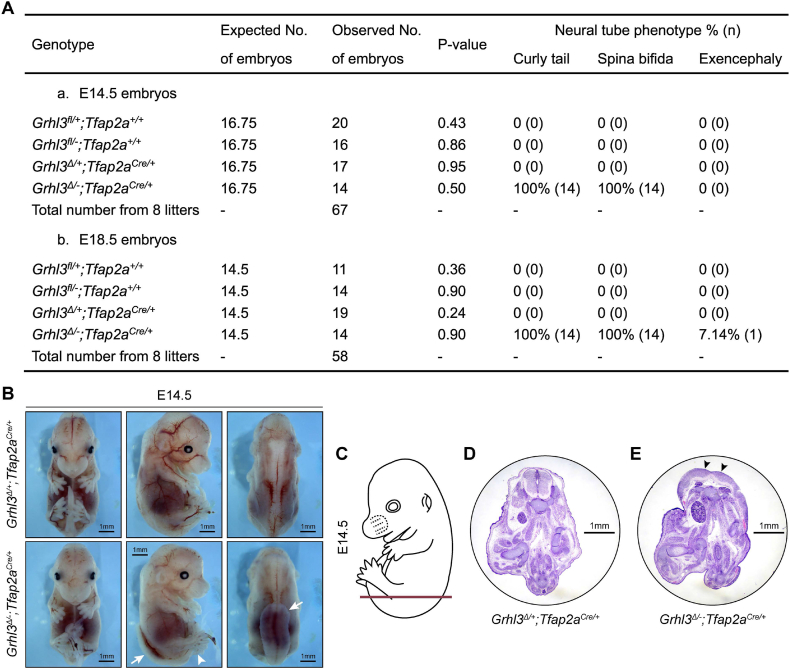
Specific inactivation of *Grhl3* expression in *Tfap2a*-expressing cells is sufficient to induce spinal neural tube defects. (A) Expected and observed numbers of embryos carrying corresponding genotypes from the cross of *Grhl3*^*+/−*^*;Tfap2a*^*Cre/+*^ and *Grhl3*^*fl/fl*^ mice at E14.5 and E18.5, and the penetrance of neural tube defects in these embryos. The expected numbers of embryos were calculated based on the expected frequency of each genotype using the total number of collected embryos at each timepoint. A one sample χ2 test was used to compare the expected and observed number of embryos. (B) The gross appearances of E14.5 *Grhl3*^*flox*^*;Tfap2a*^*Cre*^ embryos. The *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO embryos showed curly tail (white arrowhead) and thoraco-lumbo-sacral spina bifida (white arrows). (C) Schematic illustration showing the lower spinal position of transverse sectioning of E14.5 embryos in (D–E). (D) Transverse sectioning of *Grhl3*^*Δ/+*^*;Tfap2a*^*Cre/+*^ control embryos at the lower spinal region showing a closed neural tube. (E) Transverse sectioning of *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO embryos at the lower spinal region showing a convex neural plate (black arrowheads).

Given that *Tfap2a* expression at E8.5 is not restricted to the territory of neural plate border, but is also highly expressed throughout the surface ectoderm (Fig. 2C–D), we examined whether the *Grhl3*^*flox*^*;Tfap2a*^*Cre*^ embryos exhibited defective epidermal development similar to the *Grhl3*-null animals. *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ embryos harvested at E18.5 demonstrated severely compromised skin barrier function, as assessed by external toluidine blue dye penetration [55], mimicking the profound skin barrier defect as seen in *Grhl3*-null animals (Fig. 5A) [7,9]. Apart from the impaired skin barrier and NTDs, *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO embryos further phenocopied the *Grhl3*-null animals, showing a round body shape with a short craniocaudal axis, soft-tissue syndactyly and swollen limbs (Fig. 5A and S5A) [9,11,12,20]. Given these striking phenotypic similarities observed in the cKO animals, we isolated epidermis samples from E18.5 embryonic skin to evaluate mRNA expression levels of multiples epidermal genes. Consistent with the disrupted barrier formation, the expression level of *Grhl3* was reduced to a minimum (Fig. 5B) in *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO epidermis, while the mRNA abundances of two markers for impaired epidermal integrity, *Tslp* and *S100a8*, were remarkably increased compared with the *Grhl3*^*fl/+*^*;Tfap2a*^*+/+*^ animals (Fig. 5D–E). The expression of *Tfap2a* was unaffected in *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO embryos (Fig. 5C).

**Fig. 5:**
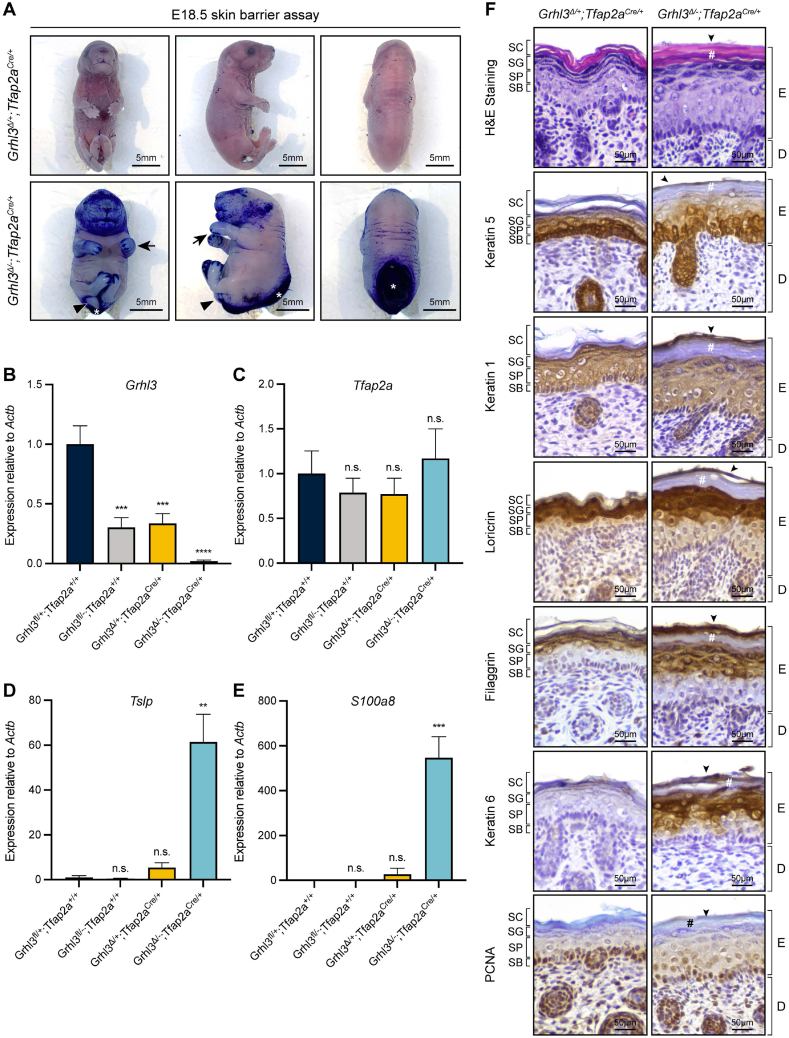
Specific inactivation of *Grhl3* expression in *Tfap2a*-expressing cells also leads to other *Grhl3*-null defects. (A) Skin barrier assay on E18.5 *Grhl3*^*flox*^*;Tfap2a*^*Cre*^ embryos. The *Grhl3*^*Δ/+*^*;Tfap2a*^*Cre/+*^ control embryos (N = 4) showed a fully formed epidermal barrier while the *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO embryos (N = 6) exhibited a severe skin barrier defect as evident by the penetration of toluidine blue dye into skin. Black triangles, curly tail; black arrows, limb abnormalities; white asterisks, spina bifida. (B–E) Q-RT-PCR analyses on E18.5 epidermis showing the expression levels of *Grhl3*, *Tfap2a*, *Tslp* and *S100a8*. Bar graphs presented as mean ± standard error of mean. A one-way ANOVA test following by a Dunnett's multiple comparison test between *Grhl3*^*fl/+*^*;Tfap2a*^*+/+*^ embryos and other genotypes were used for data analysis. ** = P-value <0.01, *** = P-value <0.001, **** = P-value <0.0001. n.s., not significant. (F) Hematoxylin and eosin staining and immunohistology analysis of E18.5 *Grhl3*^*Δ/+*^*;Tfap2a*^*Cre/+*^ control and *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO skin. N = 4. Black arrowheads, the extra tissue structure on the outermost layer of the epidermis; number signs, compacted stratum corneum layer. SC, stratum corneum; SG, stratum granulosum; SP, stratum spinosum; SB, stratum basale; E, epidermis; D, dermis.

We next examined the architecture of epidermis from *Grhl3*^*Δ/+*^*;Tfap2a*^*Cre/+*^ control and *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO animals at E18.5 using hematoxylin and eosin (H&E) staining and immunohistochemistry (IHC) analyses with various cell differentiation and proliferation markers. Strikingly, the *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO epidermis was markedly thickened compared with that of *Grhl3*^*Δ/+*^*;Tfap2a*^*Cre/+*^ control embryos, mimicking the *Grhl3*-null epidermis (Fig. 5F) [9,12,56]. Similar to the abnormal epidermis observed in *Grhl3*-null mice, this thickening was coupled with a compacted stratum corneum (SC) layer and largely expanded stratum granulosum (SG) and stratum spinosum (SP) layers. The *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO epidermis also showed an extra tissue structure attached to the SC layer on the surface of the skin, due to defective periderm desquamation caused by loss of GRHL3 [11]. Consistent with the abnormal epidermal architecture, IHC analysis showed that the expression domain of keratin (K) 5, an epidermal basal marker, was significantly expanded in the *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO skin compared with the control (Fig. 5F). Similar abnormalities were observed with the suprabasal marker K1 and the terminal differentiation markers loricrin and filaggrin in the *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO epidermis (Fig. 5F). Moreover, the epidermal stress and repair marker, K6, was highly upregulated in the *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO epidermis while virtually absent in the *Grhl3*^*Δ/+*^*;Tfap2a*^*Cre/+*^ control skin (Fig. 5F). Examination of the proliferation marker, PCNA, showed a significantly increased positivity with expansion of PCNA-positive cells into the suprabasal layers of the *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO epidermis, indicating basal keratinocyte hyperproliferation (Fig. 5F). These epidermal abnormalities phenocopied the constitutive *Grhl3*-null skin [9,12,56], indicating that inactivation of *Grhl3* in *Tfap2a*-exrpessing cells is also sufficient to perturb epidermal development.

### 2.5 Loss of TFAP2C in *Grhl3*-expressing cells causes neural tube defects

As *Tfap2a* expression overlaps with *Grhl3* expression in the surface ectoderm and epidermis during skin development [18,57], it is not surprising that loss of *Grhl3* expression in *Tfap2a*-positive cells recapitulated the constitutive *Grhl3*-null skin barrier defect. In view of this, we thought to use a more locally restricted driver to inactivate *Grhl3* specifically in neural plate border cells. As opposed to *Tfap2a*, which is far more prevalent at E8.5, *Tfap2c* expression is confined to the E8.5 neural plate border but not the surface ectoderm, which mirrors *Grhl3* expression pattern identically (Fig. 2G–H). Unfortunately, during mouse embryo development, the expression of *Tfap2c* also occurs early in developing oocytes, with a rapid decline immediately post fertilisation to be replaced by zygotic transcripts at the morula stage [58]. This suggested that using *Tfap2c* as a driver for *Cre* recombinase gene expression, would likely generate a constitutive *Grhl3* knockout, and we confirmed this by generating a *Tfap2c-Cre* mouse intercrossed with our *Grhl3*^*flox*^ line (Figure S4B and S6-S8).

As neither the *Tfap2a-Cre* nor the *Tfap2c-Cre* specifically confined deletion of *Grhl3* to the neural plate border cells, we pivoted in our approach and decided to target *Tfap2c* expression in these cells using a *Grhl3-Cre* driver. Our reasoning focused on the fact that *Grhl3* and *Tfap2c* expression overlaps in the minute neural plate border cell cohort at E8.5 and that disruption of either might induce NTD. To achieve this, we crossed the *Tfap2c*^*fl/fl*^ line to a *CMV-Cre* strain and then backcrossed the double heterozygous offspring to WT *C5*7BL*/6* mice to constitutively delete one allele of *Tfap2c* (Fig. 6C). *Grhl3*^*Cre/+*^ mice were then crossed to this *Tfap2c*^*+/−*^ line to generate double heterozygotes (*Grhl3*^*Cre/+*^*;Tfap2c*^*+/−*^). None of these animals exhibited NTD. The double heterozygous mice were crossed to the *Tfap2c*^*fl/fl*^ line to produce offspring that are either WT or heterozygous for *Grhl3-Cre* and carry one *Tfap2c* floxed allele with either a WT *Tfap2c* allele or a *Tfap2c*-null allele (Fig. 6A–E). When the *Grhl3-Cre* is expressed, the floxed *Tfap2c* exon 6 will be deleted in the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/+*^ control and *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO mice (Fig. 6A–E) [58]. Of note, and different from the *Tfap2a-* and *Tfap2c-Cre*, the *Cre* recombinase gene was inserted into the exon 1 of *Grhl3*, rendering the *Grhl3-Cre* allele a null allele (Fig. 6A) [9,30]. Examination of the pattern of *Grhl3-Cre*-mediated *Tfap2c* excision across three germ layers in the cKO embryos showed that a complete deletion of *Tfap2c* floxed region only occurred in the ectoderm-derived epidermis, while mesoderm-derived heart and endoderm-derived liver retained a large fraction of undeleted flox *Tfap2c* alleles (Fig. 6F). At both E14.5 and E18.5, embryos with all four genotypes (*Grhl3*^*+/+*^*;Tfap2c*^*fl/+*^, *Grhl3*^*+/+*^*;Tfap2c*^*fl/-*^, *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/+*^, and *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^) were present in a normal Mendelian ratio, indicating that the conditional knock-out of *Tfap2c* did not cause embryonic lethality (Fig. 7A).

**Fig. 6:**
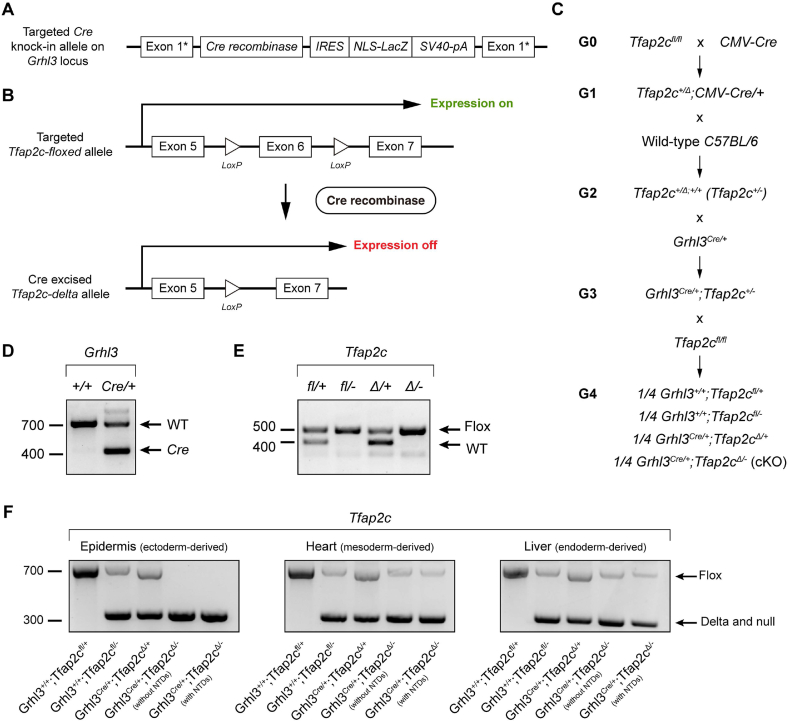
Generation of *Grhl3*^*Cre*^*;Tfap2c*^*flox*^ mouse model. (A) Schematic diagram showing the gene-targeting strategy for making the *Grhl3-Cre* allele. The *Cre* recombinase gene was inserted into the exon 1 of *Grhl3* locus. (B) With the expression of *Grhl3-Cre*, the floxed *Tfap2c* exon 6 will be deleted. (C) Schematic diagram showing the breeding strategy for generating *Grhl3*^*Cre*^*;Tfap2c*^*flox*^ embryos. G0 homozygous *Tfap2c*^*flox*^ mice were crossed to the *CMV-Cre* strain to generate the G1 *Tfap2c*^*Δ/+*^*;CMBV-Cre/+* line. This line was then then crossed to wild-type C57BL/7 mice to generate *Tfap2c*^*+/−*^ offspring. Further cross of the *Tfap2c*^*+/−*^ mice to the *Grhl3*^*Cre/+*^ line generated double heterozygous mice, which were timed mated with *Tfap2c*^*fl/fl*^ mice to produce embryos with four different genotypes. (D) PCR genotyping of the wild-type and *Cre* allele of *Grhl3* locus. (E) PCR genotyping of the wild-type and floxed allele of *Tfap2c* locus. (F) PCR products of floxed allele and delta allele of *Tfap2c* locus amplified from a representative organ or tissue derived from each of the three germ layers.

**Fig. 7:**
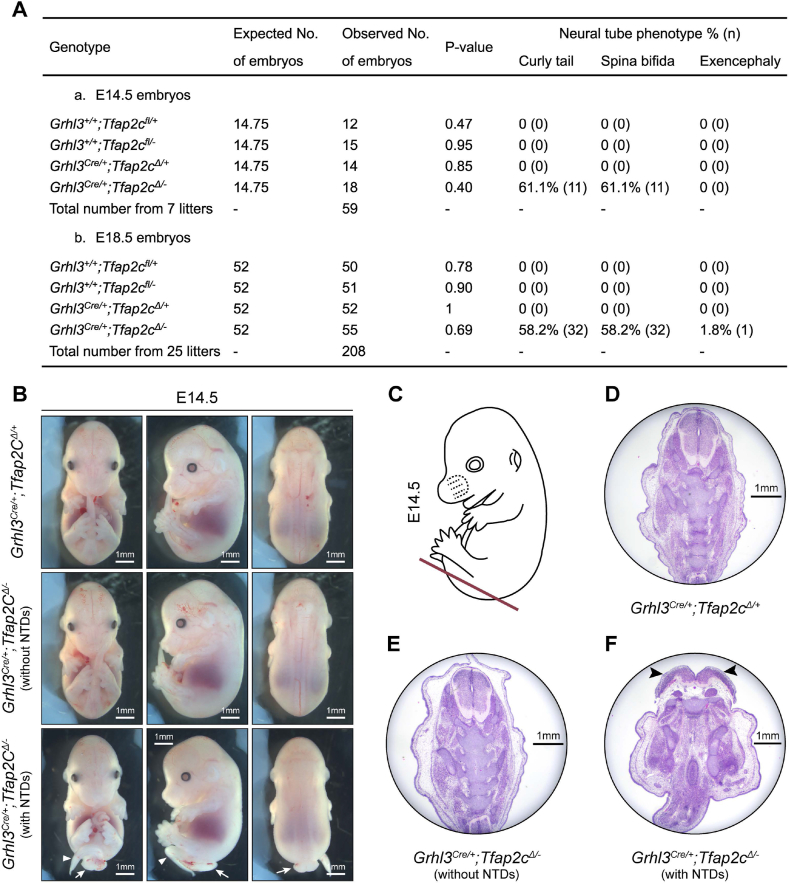
Specific inactivation of *Tfap2c* expression in *Grhl3*-expressing cells induces partially penetrate spinal neural tube defects with reduced severity. (A) Expected and observed numbers of embryos carrying corresponding genotypes from the cross of *Grhl3*^*Cre/+*^*;Tfap2c*^*+/−*^ and *Tfap2c*^*fl/fl*^ mice at E14.5 and E18.5, and the penetrance of neural tube defects in these embryos. The expected numbers of embryos were calculated based on the expected frequency of each genotype using the total number of collected embryos at each timepoint. A one sample χ2 test was used to compare the expected and observed number of embryos. (B) The gross appearances of E14.5 *Grhl3*^*Cre*^*;Tfap2c*^*flox*^ embryos. The *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos only displayed partially penetrate curly tail (white triangles) and low lumbo-sacral spina bifida (white arrows). (C) Schematic illustration showing the lower spinal position of transverse sectioning of E14.5 embryos in (D–E). (D) Transverse sectioning of Grhl3 Cre/+;Tfap2cΔ/+ control embryos at the lower spinal region showing a closed neural tube. (E) Transverse sectioning of *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos without neural tube defects at the lower spinal region showing a closed neural tube. (F) Transverse sectioning of *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos with neural tube defects at the lower spinal region showing a convex neural plate (black arrowheads).

Importantly, no NTDs were observed in the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/+*^ control animals, while around 60 % of *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos had curly tail and spina bifida at both E14.5 and E18.5 (Fig. 7A). Interestingly, the spina bifida in these animals showed a reduced severity as evidenced by the low lumbo-sacral lesion (Fig. 7, Fig. 8A), whereas in *Grhl3*-null, *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO and *Grhl3*^*Δ/-*^*;Tfap2c*^*Cre/+*^ cKO mice, the lesion normally extends rostrally into the thoracic region. This is consistent with the transverse sectioning at E14.5 showing a malformed convex neural plate at the low lumbo-sacral region of the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos with caudal NTDs (Fig. 7C and F). The cKO mice without NTDs displayed a normal closed neural tube identical to the *Grhl3*^*Cre/+*^*;Tfap2a*^*Δ/+*^ control embryos (Fig. 7C–E). The full-body skeletal preparations on E18.5 *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos with NTDs showed that consistent with their gross appearance, the lesion of spina bifida was significantly lower compared with that of *Grhl3*-null, *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO and *Grhl3*^*Δ/-*^*;Tfap2c*^*Cre/+*^ cKO mice, with the first SVP identified at T12 or T13 (Figs. S4D–E). Moreover, we did not observe a strong kyphosis phenotype in *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos with NTDs (Fig. S4D). The vertebral phenotype of the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos without NTDs did not differ from the controls (Fig. S4D). These findings indicate that loss of *Tfap2c* expression in the *Grhl3*-expressing neural plate border cell population is sufficient to induce caudal NTDs with reduced severity and penetrance to those observed in *Grhl3*-null, *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO and *Grhl3*^*Δ/-*^*;Tfap2c*^*Cre/+*^ cKO animals.

**Fig. 8:**
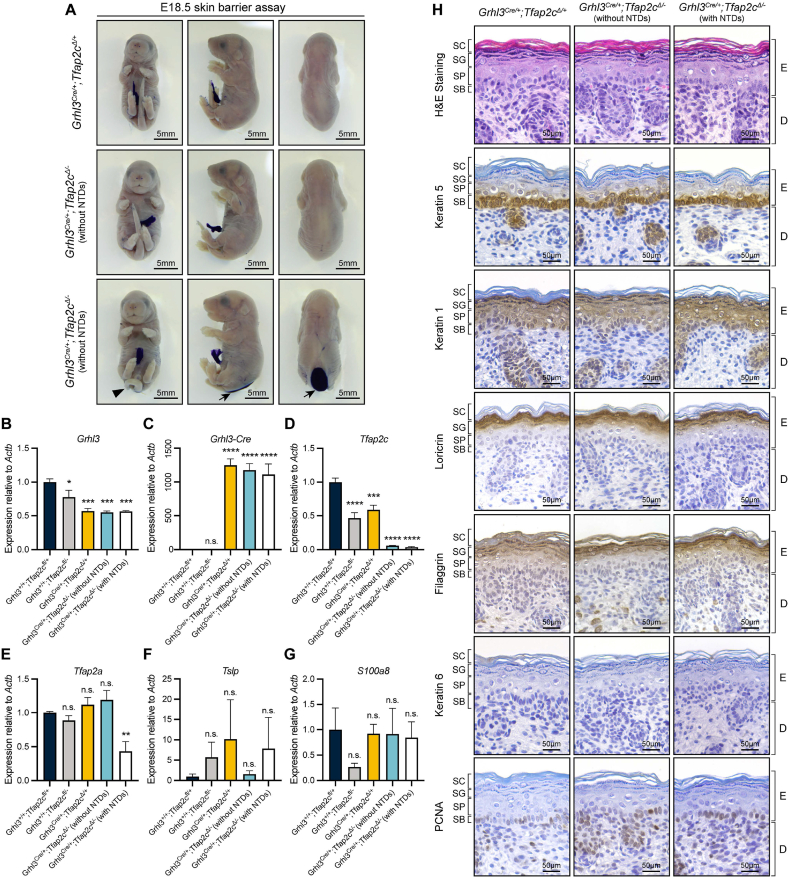
Specific inactivation of *Tfap2c* expression in *Grhl3*-expressing cells does not induce classical *Grhl3*-null phenotypes. (A) Skin barrier assay on E18.5 *Grhl3*^*Cre*^*;Tfap2c*^*flox*^ embryos showing a fully acquired epidermal barrier in both *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/+*^ control (N = 4) and *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO animals (N = 5). Black triangles, curly tail; black arrows, spina bifida. (B–G) Q-RT-PCR analyses on E18.5 epidermis showing mRNA abundance of *Grhl3*, *Grhl3-Cre*, *Tfap2c*, *Tfap2a*, *Tslp* and *S100a8*. Bar graphs presented as mean ± standard error of mean. A one-way ANOVA test following by a Dunnett's multiple comparison test between *Grhl3*^*+/+*^*;Tfap2c*^*fl/+*^ embryos and other genotypes were used for data analysis. * = P-value <0.05, ** = P-value <0.01, *** = P-value <0.001, **** = P-value <0.0001. n.s., not significant. (H) Hematoxylin and eosin staining and immunohistology analysis of E18.5 *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/+*^ control and *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO skin. N = 4. SC, stratum corneum; SG, stratum granulosum; SP, stratum spinosum; SB, stratum basale; E, epidermis; D, dermis.

To investigate if *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos exhibited other *Grhl3*-null phenotypes, we harvested E18.5 embryos and examined general morphology and skin barrier function. These embryos exhibited a normal body shape and limb and digit morphology (Fig. 8A–S4D, and S5C). In addition, the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos also exhibited a normal skin barrier development (Fig. 8A). H&E staining and IHC analyses showed a normal thickness and morphology of the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO epidermis at E18.5 without SC compaction and SG/SP expansion. The expression domains of K5, K1, loricrin, and filaggrin were all comparable to that of the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/+*^ control skin (Fig. 8H). In addition, K6 expression was absent in the cKO skin and the PCNA expression was also confined to the basal layer with well-organised lining of PCNA-positive cells (Fig. 8H).

Real-time quantitative polymerase chain reaction (Q-RT-PCR) analyses showed that in E18.5 epidermis from mice heterozygous for *Grhl3-Cre*, *Grhl3* expression level was reduced to around 50 % of the *Grhl3*^*+/+*^*;Tfap2c*^*fl/-*^ control level due to the disruption of *Grhl3* exon 1 by the integration of the *Cre* recombinase gene (Fig. 8B). Also, *Tfap2c* mRNA abundance was reduced to a minimal level in the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos regardless the presence of NTDs (Fig. 8D). Intriguingly, in the cKO embryos without NTDs, the expression level of *Tfap2a* did not differ from the controls, whereas it was significantly reduced in cKO mice with NTDs (Fig. 8E). This is likely due to the genetic interaction between *Tfap2a* and the partial loss of *Grhl3* due to the integration of *Cre* gene in the context of neurulation as shown previously [51]. In keeping with the normal epidermal barrier function and architecture, the expression of *Tslp* and *S100a8* was also comparable to the control level (Fig. 8F–G). As a core component of the PCP pathway in epidermal structures, GRHL3 is required to direct keratinocyte migration in wound healing and hence loss of GRHL3 leads to defective wound repair [10,12]. Therefore to confirm that keratinocyte migration is also normalised in the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO mice, we next performed an *in vitro* scratch assay on primary keratinocyte isolated from E18.5 epidermis. We found that the speed of wound closure did not differ between the *Grhl3*^*+/+*^*;Tfap2c*^*fl/+*^ control and *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO mice regardless the presence of NTDs. Moreover, at 48 h post scratching, a complete wound closure was achieved in all groups, suggesting that loss of TFPA2C in *Grhl3*-expressing cells did not compromise epidermal migration in wound healing (Figs. S9A–B). Together, these results demonstrate a clear de-association between neural tube closure and other developmental events, specifically surface ectoderm development, hence, we conclude that the neural plate border cell cohort marked by *Tfap2c* and *Grhl3* expression is a crucial population for the early-stage spinal neurulation.

## 3 Discussion

In the current study, we utilised scRNA-seq to interrogate the transcriptomic profiles of the caudal half of the WT and *Grhl3*-null embryos at E8.5 (the 6-7-somite stage). We defined a unique cellular cohort characterised by expression of *Grhl3*, *Tfap2a*, and *Tfap2c* that is neither committed surface ectoderm nor neuroepithelial/neural crest cells, but a previously unidentified novel progenitor population. We subsequently showed that targeted loss of *Grhl3* expression in *Tfap2a*-expressing cells is sufficient to induce NTDs, and that loss of *Tfap2c* in *Grhl3*-expressing cells also induced spinal NTDs. Most importantly, through the latter model, we demonstrated a clear de-association between neural tube closure and surface ectoderm development as evidenced by the absence of epidermal abnormalities in the *Tfap2c-*cKO embryos with NTDs. Taken together, we conclude that the neural plate border cell population marked by *Grhl3*, *Tfap2a*, and *Tfap2c* expression plays a pivotal role in early-stage neurulation, in agreement with the findings from the tissue explant studies in chicken [[23], [24], [25]].

The cellular identity of *Grhl3*-expresssing neural plate border cell population at E8.5 has to date remained undefined. It was previously thought to represent committed surface ectoderm, given that GRHL3 is critical for epidermal development during later stages of gestation [7,9,12], and that in the cranial and anterior spinal regions, GRHL3 has been shown to mediate fate specification of surface ectoderm from the neural plate border territory [17]. Possible links between the *Grhl3*-expressing neural plate border cells and neural crest development have also been mooted, despite *Grhl3*-null animals failing to display abnormalities in neural crest development [7,9]. Through scRNA-seq, we showed that at E8.5, the caudal *Grhl3*-expressing neural plate border cell population represents a previously undefined novel progenitor population that lacks a neural crest fate. This is despite co-expression of *Grhl3* with *Tfap2a* and *Tfap2c*, both previously characterised markers associated with neural crest specification [37,[47], [48], [49]].

Previous studies have explored the role of *Grhl3* expression in different tissues in neural tube closure. De Castro et al. [19] demonstrated that specific inactivation of *Grhl3* expression in hindgut using *Sox17-Cre* can lead to mild caudal NTDs, with an incomplete penetrance. However, at the early stage of spinal neurulation, the timepoint when the closure defect starts to be evident [7,19], *Grhl3* expression is not detectable in the gut endoderm [13,19]. Hence, an additional site must be required to fulfil the requirement of *Grhl3*-sepcific function in early-stage neural plate bending. Here, based on the finding from our scRNA-seq, we targeted the *Grhl3*-expressing population located within the neural plate border domain at E8.5 and demonstrated the direct inductive role of this cell cohort in early spinal neurulation through our *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO model. This is in keeping with the previous tissue explant studies in chicken showing the dispensable role of surface ectoderm in neural tube closure, and the finding that at both E9.5 and E10.5, loss of *Grhl3* expression does not compromise the morphology and integrity of surface ectoderm along the entire spinal region encompassing both closed and open neural tube [21,[23], [24], [25]]. Together, De Castro et al. [19] and our data indicate that spinal neural tube closure requires collaborative efforts from at least two *Grhl3*-expressing sites: the initiation and early progression of spinal neurulation is dependent on the cell cohort marked by *Grhl3*, *Tfap2a*, and *Tfap2c* expression, while the hindgut-specific *Grhl3* function is indispensable for mid-to late-stage spinal neural tube morphogenesis. The priority for the future works is to uncover the *Grhl3*-dependent molecular pathways in these neural plate border cells that induce neural tube closure. The convex caudal neural plate in both *Grhl3*^*Δ/-*^*;Tfap2a*^*Cre/+*^ cKO and *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO animals at E14.5 suggests that the neural plate border cell cohort marked by *Grhl3*, *Tfap2a*, and *Tfap2c* expression may guide apical constriction and cell shape change within neuroepithelium to generate necessary force that induces neural plate juxtaposition; secondly, neural plate border GRHL3 is highly likely to be required to establish a robust cellular protrusions network to bridge the bilateral neural folds while ‘zippering’ progresses caudally as *Grhl3*-null animals show altered protrusion dynamics along the neural plate border [21]. Hence, future research could focus on investigating the GRHL3-dependent regulatory networks involved in neural plate juxtaposition and in generating or safeguarding cellular projection networks at the caudal neural plate border during neurulation.

Another important finding from the current study is the clear de-association between neural crest development and neural tube closure. We showed that in the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO mice, abolition of *Tfap2c*, the critical gene for early neural crest induction from the neural plate border territory,^48 37^ specifically in *Grhl3*-expressing neural plate border cells, did not lead to any classic phenotypes caused by abnormal neural crest development. This indicates that the small cohort of neural plate border cell population marked by *Grhl3*, *Tfap2a*, and *Tfap2c* expression does not contribute to neural crest population although these cells express the markers of neural crest progenitor and early neural crest genes and reside within the neural plate border territory. In addition, this finding strongly supports the view that neural plate border is a region with molecular heterogeneity and great flexibility in cell fates [49,59]. Therefore, we postulate that neural plate border GRHL3 is a critical factor to distinguish the non-neural crest lineage that is essential for spinal neurulation. The presence of a GRHL3-dependent regulatory network in the naïve neural plate border cells may be able to supress the neural crest fate decision mediated by TFAP2A and TFAP2C and in turn promote the specification of the novel progenitor population crucial for neural tube closure from the neural plate border territory. This finding again provides an excellent example for the multipotent property of neural plate border and new insights in understanding the complex molecular architecture that medicates neural plate border segregation.

In addition to these findings, the scRNA-seq dataset we generated in the current study offers valuable insights with significant implications for future studies. For example, we noticed that the E8.5 *Grhl3*-null embryos showed a significant loss of mesoderm-specific populations, including pre-somitic mesoderm, somitic mesoderm, lateral plate mesoderm, and caudal mesoderm (Fig. 1A). 

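The pre-somitic mesoderm-like class held 504 and 492 cells of the WT libraries and 4 and 3 cells of the *Grhl3*-null libraries. Its share was 9.23% (95% Clopper-Pearson interval 8.48 to 10.0) and 9.62% (8.82 to 10.5) of WT cells against 0.0826% (0.0225 to 0.211) and 0.0627% (0.0129 to 0.183) of null cells. The log2 fold change was -6.97 (adjusted p = 3.7e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the clusters). *Hoxc10* led the genes of this cluster, and *Hoxc10* was also lower in null cells outside the mesoderm, with a log2 fold change of -3.65 in the gut-like class (adjusted p = 3.2e-12, edgeR). Clustered without Hox, sex-linked and haemoglobin genes, the pre-somitic share had a log2 fold change of -7.35 (adjusted p = 4.6e-23, edgeR). Among the alternatives it lay between -8.06 and -5.94. The somitic mesoderm-like share was 12.8% ± 0.735 in WT and 7.80% ± 0.297 in null (SD, n = 2 each), a log2 fold change of -0.71 (adjusted p = 7.3e-11, edgeR), with both null libraries below both WT libraries. By sex of the embryo it was -1.96 among male and 0.09 (adjusted p = 0.37, edgeR) among female cells. The Table S1 markers of somitic mesoderm include *Dll1*, *Dll3*, *Tbx6* and *Hes7*, which are also in the general pre-somitic list, and that list was at 1657 CPM in WT somitic-like and 1650 CPM in WT pre-somitic-like cells. The 8 general somite genes were at 104 CPM in WT somitic-like cells and 1655 CPM in WT paraxial mesoderm-like cells.
A lateral plate mesoderm-like class was found at resolution 0.8, where its share was 6.70% ± 0.20 in WT and 4.92% ± 0.0294 in null (log2 fold change -0.45, adjusted p = 5.3e-06, edgeR). With each cell given the class of its highest marker score, the lateral plate mesoderm share fell by 0.25 on the log2 scale (adjusted p = 0.0051, edgeR). The caudal mesoderm-like class was found by score alone and held 5.94% ± 0.446 of WT and 0.894% ± 0.00801 of null cells, a log2 fold change of -2.73 (adjusted p = 1.1e-09, edgeR). Its markers in Table S1 include *Hoxd11*, *Hoxd10*, *Hoxc10*, *Hoxa10* and *Hoxa11*. From the loss of these populations, the paper proposes that the short body axis and the kyphosis of the null animals may also result from defective mesoderm development without GRHL3.

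**Figure D2:**
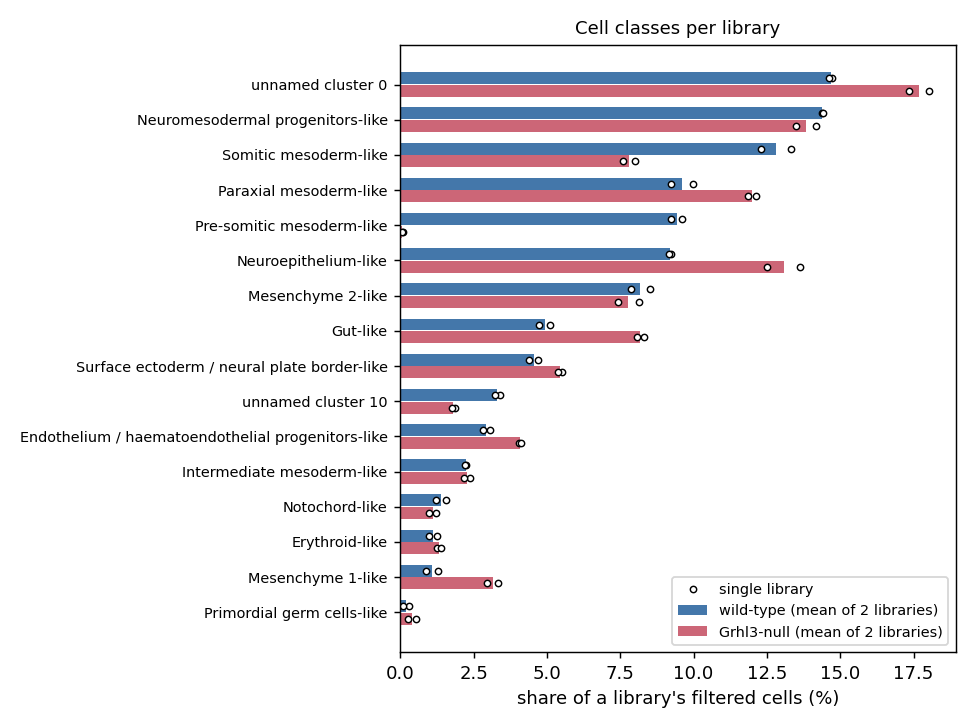
Share of filtered cells in each named class, in percent, for the 2 WT and the 2 *Grhl3*-null libraries, with points for the single libraries and bars for their mean. The pre-somitic mesoderm-like class held 9.42% of WT and 0.0727% of *Grhl3*-null cells on average.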

In late gestation, the null animals show defective axial elongation with a short longitudinal body axis, which was believed to be caused by defective convergent extension due to disruption in PCP pathway [10]. In addition, the *Grhl3*-null animals also show a severe kyphosis at the lower spinal region [7]. Here, our finding suggest that these abnormalities may also be the resulting outcome of a defective mesoderm development in the absence of GRHL3. Intriguingly, however, we did not see a significant abundance change in the paraxial mesoderm population (Cluster 1, Fig. 1A). This is very surprising as the precursor of paraxial mesoderm, the pre-somitic mesoderm cluster, was almost absent in our scRNA-seq analysis. However, *Grhl3*-null mice do not develop any defects in somite formation and segmentation [7,9]. 

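The paraxial mesoderm-like class held 545 and 472 cells of the WT libraries and 574 and 580 cells of the *Grhl3*-null libraries. Its share was 9.60% ± 0.536 in WT and 12.0% ± 0.196 in null (SD, n = 2 each), with both null libraries above both WT libraries. The log2 fold change was 0.32 (adjusted p = 6.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each cell given the class of its highest marker score it was 0.11 (adjusted p = 0.10, edgeR). The change ran in opposite directions by sex of the embryo, with a log2 fold change of 1.53 among male and -1.60 among female cells.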

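Whether pre-somitic transcripts fell was also tested without clusters, for 9 general pre-somitic genes over all filtered cells of a library. All 9 were lower in *Grhl3*-null, each with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and also 9 when adjusted over the list alone. Their log2 fold changes lay between -1.03 and -0.36, with a median of -0.65. *Tbx6* (chromosome 7 of mm10, 126781483 to 126785560) had a log2 fold change of -0.88 (adjusted p = 1.4e-05, edgeR) and *Dll3* of -1.03 (adjusted p = 4.6e-07, edgeR). *Msgn1* had a log2 fold change of -0.85 (adjusted p = 0.042, edgeR), which with DESeq2 had an adjusted p of 0.23. The summed list was at 1650 CPM in the WT pre-somitic-like class and at 1657 ± 27.1 CPM in the WT somitic-like class. The pre-somitic-like class held 48368 of the list's 270753 UMIs in WT, or 17.9%, and the somitic-like class 32.3%. Combined, the pre-somitic-like and somitic-like classes held 21.5% and 22.9% of WT cells and 8.10% and 7.66% of null cells. Of the WT pre-somitic-like cells whose sex could be told from *Xist* and Y-linked transcripts, 1 of 980 was male, against 29.9% of the WT cells outside the class.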

During early embryogenesis, both lateral and paraxial mesoderm progenitors (LPMPs) from CLE region and NMPs from NSB region contribute to the pre-somitic mesoderm population [60], the anterior proportion of the pre-somitic mesoderm becomes paraxial mesoderm which then undergoes somitogenesis [61]. Therefore, a loss of pre-somitic mesoderm without a significant reduction in paraxial mesoderm population is perplexing. One possible explanation is that both pre-somitic and somitic mesoderm populations may have been exhausted due to a premature differentiation into paraxial mesoderm, but this is not consistent with the absence of defects in somite formation and segmentation in *Grhl3*-null embryos. Previous research has shown that the progenitor populations for pre-somitic mesoderm, LPMPs and NMPs, emerge from CLE and NSB regions at around E7.5, respectively [60]. In keeping with this is the observation that *Grhl3* is expressed at low levels in these two regions at E8.5,^19^ therefore it is reasonable to speculate that *Grhl3* expression at E8.5 in CLE and NSB regions is required for promoting pre-somitic mesoderm commitment from NMPs and pre-somitic, lateral plate and caudal mesoderm differentiation from LPMPs, whereas in *Grhl3*-null embryos, the initial mesoderm specification from these progenitors and the development of paraxial mesoderm is normal, until E8.5 when the production of pre-somitic, lateral plate and caudal mesoderm cells is largely stalled due to loss of GRHL3. This hypothesis is also supported by the loss of progenitors for mesoderm populations as seen in the RNA velocity result (Fig. S2A). Whether GRHL3 is required for LPMPs and NMPs differentiation remains an avenue for further research.

One limitation of the current study is that our scRNA-seq analysis involved only a single timepoint in development, providing a static snapshot of the transcriptomic landscape at the initiation stage of neurulation. To capture the dynamic transcriptomic changes throughout neural tube morphogenesis, future studies should perform scRNA-seq or spatial transcriptomic analysis at multiple developmental timepoints. This approach would characterise the full spectrum of gene expression changes across the entire neurulation stage in WT and *Grhl3*-null animals. It could also help to further investigate the molecular mechanisms by which the *Grhl3*-expressing neural plate border cell cohort regulates neurulation and neural plate border segregation along the trajectory of early embryonic development. Additionally, future lineage tracing studies will be necessary to validate the lineage fates of the predicted progenitor population from our RNA velocity and Monocle 3 analyses.

In conclusion, our findings from the current study underscore the significance of the unique neural plate border cell population marked by *Grhl3*, *Tfap2a*, and *Tfap2c* expression in neural tube closure and demonstrated that early spinal neurulation is independent of neural crest and epidermal development. This is a major step forward in the understanding of the mechanism underlying neural tube closure at the cellular level and provides us with an excellent platform to further investigate *Grhl3*-dependent pathways that induce neural tube closure.

## Data availability statement

The single cell-RNA sequencing dataset generated by this study has been deposited into Gene Expression Omnibus (GEO) repository under the accession number GSE246181. All dataset analyses were performed based on R (version 3.6.0) [62]. This paper does not report original code. Any additional information required for re-analysing the datasets reported in this paper is available from the corresponding authors upon request.

## Materials and methods

### Mice

To conditionally inactivate *Grhl3* expression in *Tfap2a*-expressing cells, a line heterozygous for *Grhl3* and *Tfap2a-Cre* (*Grhl3*^*+/−*^*;Tfap2a*^*Cre/+*^) was generated by crossing *Grhl3*^*+/−*^ mice and a *Tfap2a*^*Cre/Cre*^ line (Fig. 3A). The *Tfap2a-Cre* allele contains an Internal Ribosome Entry Site (*IRES*)-*Cre* cassette which is inserted into the endogenous *Tfap2a* 3’ untranslated region (UTR). This line was obtained from Professor Anne Moon from the University of Utah. The *Grhl3*^*+/−*^*;Tfap2a*^*Cre/+*^ mice were then crossed to the *Grhl3*^*fl/fl*^ line through timed mating to generate *Tfap2a*-*Cre*-heterozygous or WT *Tfap2a*-homozygous offspring with one floxed *Grhl3* allele and either a WT *Grhl3* allele or a *Grhl3*-null allele (Fig. 3C). The floxed *Grhl3* region will be excised, rendering a *Grhl3* delta allele, when the *Tfap2a*-*Cre* is expressed (Fig. 3B). The generation of the *Grhl3*^*+/−*^ line [7], *Grhl3*^*fl/fl*^ line [56], and *Tfap2a*^*Cre/Cre*^ line [54] has been described previously.

To achieve specific inactivation of *Grhl3* expression in *Tfap2c*-expressing cells, a *Tfap2c*^*Cre/+*^ mouse strain was created through the Monash Genome Modification Platform. Briefly, a cassette containing a self-cleaving porcine teschovirus-1 2A (P2A) peptide sequence and a *Cre* recombinase gene was knocked into the endogenous *Tfap2c* locus preceded to the *Tfap2c* stop codon through CRISPR-Cas9 system with a ssDNA repair template (Fig. S6A). The *Tfap2c*^*Cre/+*^ strain was then crossed to the *Grhl3*^*+/−*^ mice to generate the double heterozygous *Grhl3*^*+/−*^*;Tfap2c*^*Cre/+*^ line, which was then timed mated with the *Grhl3*^*fl/fl*^ mice to generate offspring that carry one *Tfap2c*-*Cre* allele, one floxed *Grhl3* allele and one *Grhl3*-null allele (Fig. S6C). The presence of the *Cre* allele will inactivate the floxed *Grhl3* allele in *Tfap2c*-expressing cells (Fig. S6B).

To delete TFAP2C in *Grhl3*-expressing cells, a *Tfap2c*^*fl/fl*^ line was obtained from Professor Trevor Williams from the University of Colorado (Fig. 6B). The *Tfap2c*^*fl/fl*^ mice were firstly crossed to a *CMV-Cre* strain to generate double heterozygotes. The double heterozygous offspring were then backcrossed to WT *C5*7BL*/6* mice to generate the *Tfap2c*^*+/−*^ line, which was further crossed to *Grhl3*^*Cre/+*^ mice to generate *Grhl3*^*Cre/+*^*;Tfap2c*^*+/−*^ mice. Finally, the double heterozygous *Grhl3*^*Cre/+*^*;Tfap2c*^*+/−*^ mice were crossed to the *Tfap2c*^*fl/fl*^ line to generate the *Grhl3*^*Cre/+*^*;Tfap2c*^*Δ/-*^ cKO embryos (Fig. 6C). In the cKO mice, the floxed *Tfap2c* exon 6 will be excised by the *Grhl3-Cre* (Fig. 6B). The generation of the *Grhl3*^*Cre/+*^ line [30] and *Tfap2c*^*fl/fl*^ line [58] has been described previously.

To obtain *Grhl3*^*−/−*^ embryos, the *Grhl3*^*+/−*^ mice were intercrossed through timed mating overnight. All experimental mouse lines described above were maintained on a pure C57BL/6 background and raised under optimised conditions with standard food and water supplied *ad libitum*. For timed mating, male and female mice (generally older then 8 weeks) that have reached sexual maturity were placed in the same cage overnight. The female mice were then inspected for a vaginal plug the morning following the mating. The gestational age of embryos was identified as E0.5 at mid-day on the day of detection of a vaginal plug. To harvest embryos, pregnant female mice were sacrificed through slow-fill CO_2_ asphyxiation following by cervical dislocation. For experiments that require an intact whole-body structure or intact skin integrity, the hypothermia method was used to euthanise embryos aged > E10.0. For other experiments, embryos aged > E10.0 were fully euthanised by decapitation. Mouse genotypes or deletion of the floxed alleles were all confirmed by conventional PCR using genomic DNA isolated from yolk sac samples or different tissues and organs with GoTaq Master Mixes (Promega) and oligonucleotide primer sets listed in Table S2. All animal experiments were pre-approved by the Alfred Research Alliance Animal Ethics Committee with project numbers E/1800/2018/M, E/1900/2019/M, E/8285/2022/M, and E/8286/2022/M. All studies were conducted in the accordance of the Australian Code for the Care and Use of Animals for Scientific Purposes and the Australian Code for the Responsible Conduct of Research and in compliance with the ARRIVE guidelines.

### Embryonic tissue dissociation for scRNA-seq

To generate animals for scRNA-seq, *Grhl3*^*+/−*^ mice were intercrossed through timed mating. E8.5 (the 6-7-somite stage) embryos were harvested at 3 p.m. on the eighth day post-fertilisation. Embryos were dissected in DEPC-PBS and the yolk sac samples were utilised for genotyping as described above. The caudal half of five WT and three *Grhl3*^*−/−*^ embryos was separated using tungsten needles in 0.04 % BSA (Sigma-Aldrich) in DEPC-PBS and then pelleted through centrifugation at 300 rcf for 3 min at 4 °C (Fig. 1A). The supernatant was removed, and the caudal half of the embryo was then incubated with 50 μL 0.25 % (v/v) trypsin (Gibco) in DEPC-PBS for 5 min at 37 °C and triturated with a 200 μL pipette tip to dissociate tissues. The digestion reaction was then inactivated by adding 100 μL 10 % (v/v) FBS (Bovogen Biologicals) in DMEM (Gibco). Cells from five WT embryos and from three *Grhl3*^*−/−*^ embryos were pooled and filtered through Flowmi Cell Strainers (40 μm). Cells were then pelleted through centrifugation at 300 rcf for 3 min at 4 °C and resuspended in 15 μL 10 % (v/v) FBS (Bovogen Biologicals) in DMEM (Gibco) per embryo. Cell number and viability were assessed using a hemocytometer by mixing 8 μl cell suspension with 8 μl 0.4 % (v/v) Trypan Blue Solution (Sigma-Aldrich) and a ∼95 % cell viability was observed in both WT and *Grhl3*^*−/−*^ samples. Cells were then diluted in 10 % (v/v) FBS (Bovogen Biologicals) in DMEM (Gibco) to a final concentration of 1000 cells/μL for single cell droplet generation and library preparation (Fig. 1A).

### ScRNA-seq library preparation and sequencing

A Chromium Next GEM Single Cell 3′ GEM, Library & Gel Bead Kit v3.1 and a Chromium Controller from 10X Genomics were used to generate single cell droplets as per manufacturer's instructions. Two WT and two *Grhl3*^*−/−*^ reactions were performed. Briefly, cell suspension with a master mix, gel beads and partitioning oil were loaded onto a Chromium Chip B to generate Gel Beads-in-emulsion (Fig. 1A). After this, samples were transferred into PCR tube strips and processed for reverse transcription and template switching using a T100 Thermal Cycler (Bio-Rad Laboratories). Synthesised full-length cDNA was then purified and amplified, followed by a clean-up reaction. The quality and quantity of amplified cDNA were assessed using an Agilent 4200 TapeStation with a High Sensitivity D5000 ScreenTape. Two WT and two *Grhl3*^*−/−*^ 3′ gene expression libraries were then constructed for sequencing as outlined in the manufacturer's user guide. In short, cDNA amplicon from the previous reaction was fragmented and ligated with adaptors, and then subjected for a sample index PCR and a size selection with SPRIselect reagent. The quality and quantity of the libraries were again assessed using an Agilent 4200 TapeStation with a High Sensitivity D5000 ScreenTape. Finally, the libraries were sequenced on an Illumina NextSeq 500 System with the NextSeq 500/550 High Output Kit v2.5 at a targeted sequencing depth of 400 million reads per library (Fig. 1A).

### ScRNA-seq data computational analysis

The raw sequencing data were processed using Cell Ranger (10X Genomics, version 3.0.0) with MM10 referenced genome. The raw dataset contains 24,239 cells with the post-normalisation mean reads per cell at 74,836 and the median genes per cell at 5537. Then, cells were filtered using Seurat (version 3.0.2) [63]. Both WT and *Grhl3*^*−/−*^ cells with less than 3000 genes per cell were removed. Also, cells with less than 7500 read counts per cells and more than 7 % mitochondrial gene reads were removed from the dataset. A total of 20,196 cells passed the filtering and were retained in the final dataset. Then, all four libraries were merged into a single Seurat object and processed for SCTransform normalisation and dimension reduction. All cells were visualised using UMAP and unsupervised clustering was then performed using FindClusters function at the resolution of 0.4 and the marker genes of each cluster were identified using FindAllMarkers function. The published scRNA-seq reference atlas from Pijuan-Sala et al. [27] was used to manually annotate each cluster based on the cluster-specific marker genes.

For gene co-expression correlation analysis on *Grhl3* in cluster 10 only, the WT Cluster 10 was isolated, and the count matrix was extracted. The limma-voom pipeline (version 3.40.2) was then used to identify a set of co-expression genes whose expression changes were highly associated with *Grhl3* expression level in Cluster 10, with the log fold-change threshold of 0.45 [64]. The Pearson correlation coefficient tests were then performed on the set of genes with a 95 % confidence interval and the p-value of correlation smaller than 0.05. The result was visualised using the corrplot package (version 0.89) [65].

The RNA velocity analysis was performed using the Velocyto package [52]. The run10x function from Velocyto was used to generate the loom file, which contains the spliced, un-spliced and ambiguous read counts of each gene, based on the Cell Ranger output. The loom file was then loaded and converted into a single Seurat object using the SeuratWrappers package. Low quality cells were filtered as described above. Both global and cluster-specific RNA velocities were calculated using the RunVelocity function with the estimated nearest pooling reads across 25 neighbouring cells (kcells = 25). For the velocity of a single gene, the kcells values was set to 10. All velocity results were visualised using UMAP. The pseudotime trajectory analysis was performed using Monocle 3 [53]. First, the single-cell expression matrix was pre-processed and normalised. Then, batch effects between the samples were corrected using the “align_cds” function, and clustering was performed. The surface ectoderm and neural plate border cluster, marked by the co-expression of *Grhl3*, *Tfap2a*, and *Tfap2c* was selected. Pseudotime trajectories of the selected cluster were inferred separately for WT and *Grhl3*^*−/−*^ samples. The root of the modelled trajectory was identified as the node with the co-expression of *Grhl3*, *Tfap2a*, and *Tfap2c* in WT samples, and the corresponding node in *Grhl3*^*−/−*^ samples.

### Riboprobe construction and whole-mount *in situ* hybridisation

Riboprobe construction and whole-mount *in situ* hybridisation were performed as described previously [66]. All primer design templates and oligonucleotide primer sequences used for riboprobe template amplification are listed in Table S2. Whole-mount images of embryos were obtained using a Nikon SMZ1500 Stereomicroscope with the AxioVision software (Zeiss). Multiple images were taken and stacked using Adobe Photoshop to fully capture the pattern of staining. After imaging, embryos were fixed and embedded in paraffin as described previously [66], sectioned at 10 μm thickness in a transverse orientation and collected onto SuperFrost plus slides (Thermo Fisher Scientific), and processed for nuclear fast red staining using standard method. Slides were imaged using a Nikon ECLIPSE Ci-L upright microscope with the NIS-Elements D software.

### Histology and immunohistochemistry

For histological analyses, E14.5 whole embryos and E18.5 skin samples were fixed in 4 % (w/v) PFA in PBS at 4 °C for two to four days. All samples were processed using a Leica ASP300S Fully Enclosed Tissue Processor by Monash Histology Platform and embedded into paraffin. All samples were sectioned in a transverse orientation at 5 μm thickness, collected onto SuperFrost plus slides (Thermo Fisher Scientific) and air-dried for at least 24 h. H&E staining was performed as per standard protocol. Immunohistochemistry IHC analyses were performed using standard DAB methods with the ABC HRP Kit and the DAB Peroxidase Substrate Kit (Vector Laboratories). For IHC with mouse antibody, the Mouse-on-Mouse Immunodetection Kit (Vector Laboratories) was used as per the manufacturer's protocol. All sections were imaged using a Nikon ECLIPSE Ci-L upright microscope with the NIS-Elements D software. All antibodies and experimental conditions used for IHC are listed in Table S3.

### Skin barrier assay and skeletal preparation

For the skin barrier assay, E18.5 embryos were harvested and euthanise as above, then fixed in 100 % methanol on a roller mixer for 5 min and washed in PBS for 5 min twice. Fixed embryos were incubated in 0.1 % (w/v) toluidine blue (Sigma-Aldrich) in H_2_O for 5 min on a roller mixer, washed in PBS for 5 min twice and then imaged using a Canon EOS 60D camera. Skeletal preparations of E18.5 embryos were performed as described previously [67] and imaged using a Nikon SMZ1500 Stereomicroscope with the AxioVision software (Zeiss).

### Reverse transcription and quantitative polymerase chain reaction

E18.5 epidermis samples were separated from the dorsal skin by incubating in 1 mg/mL Dispase II powder (Gibco) in PBS at 4 °C for overnight. For RNA isolation, samples were homogenised in TRIsure (Bioline) using standard syringe method and RNA was then isolated according to the manufacturer's instructions. Then, RNA was subjected to DNase treatment using a TURBO DNA-free Kit (Invitrogen) to remove genomic DNA contamination and reverse transcribed using a Transcriptor First Strand cDNA Synthesis Kit (Roche) as per manufacturer's protocols. Q-RT-PCR was performed using the GoTaq qPCR Master Mix (Promega) with 10 ng cDNA in each reaction on a LightCycler 480 Instrument (Roche). Relative expression values were calculated using the ΔΔCT method by normalising genes of interest to *Actb* and analysed using Microsoft Excel and GraphPad Prism 10. All oligonucleotide primers used for Q-RT-PCR are listed in Table S2.

### Primary keratinocytes isolation and culturing

The isolation and culturing of mouse embryonic primary keratinocytes has been described previously [68]. Briefly, dorsal skin biopsies were obtained from E18.5 embryos and incubated in 4 mg/mL Dispase II powder (Gibco) in EpiLife Medium (Gibco) supplemented with 60 μM calcium and EpiLife Defined Growth Supplement (Gibco) overnight at 4 °C on a rotator. The epidermis was then separated from the underlying tissues and incubated in TrypLE Express Enzyme (Gibco) for 20 min at room temperature with gentle agitation. The primary keratinocytes were isolated by adding EpiLife Medium (Gibco) supplemented with 60 μM calcium and EpiLife Defined Growth Supplement (Gibco) to the digestion reaction and rubbing the epidermis vigorously using forceps. Isolated keratinocytes were then filtered through 100 μm cell strainers, centrifuged at 180 rcf for 5 min at 4 °C and resuspended in EpiLife Medium. Prior to seeding, culture plate was coated with Attachment Factor Protein (Gibco) for 30 min at 37 °C. Cells were seeded at the density of 5 × 10^4^/cm^2^ and incubated in a humidified incubator with 5 % CO_2_ at 37 °C. Culture medium was changed every 24 h to remove dead cells and spontaneously differentiated cells.

### Primary keratinocytes *in vitro* scratch assay

After a confluent monolayer of primary keratinocytes was formed, a sterile 200 μL pipette tip was used to scratch the monolayer. The culture medium was then immediately removed and replaced with fresh EpiLife Medium (Gibco) supplemented with 60 μM calcium and EpiLife Defined Growth Supplement (Gibco). Images of wounds at 0 h, 24 h and 48 h post-scratching were obtained using a Nikon Eclipse TS100 Inverted Phase Contrast Microscope and the extent of wound closure was quantified using Fiji [69] and GraphPad Prism 10.

### Statistical analysis

A one sample χ2 test was used to compare the expected and observed numbers of embryos at both E14.5 and E18.5, all P-values were determined based on one degree of freedom. Relative expression levels of genes, the thoracic vertebrae positions of the first SVP, body axis measurements, and the percentages of wound closure were compared between WT or control and other genotypes using one-way ANOVA tests following by Dunnett's multiple comparison tests. In Figs. S5A–B, the cranial-caudal axis lengths were also compared between two specific genotypes using Mann-Whitney tests. All statistical analyses were performed using GraphPad Prism 10.

## CRediT authorship contribution statement

**Zihao Deng:** Writing – review & editing, Writing – original draft, Visualization, Software, Project administration, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Marina R. Carpinelli:** Supervision, Software, Project administration, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Tariq Butt:** Project administration, Investigation. **Graham W. Magor:** Software, Methodology, Investigation, Formal analysis, Data curation. **Peinan Zhao:** Visualization, Software, Methodology, Investigation, Formal analysis, Data curation. **Kevin R. Gillinder:** Software, Formal analysis, Data curation. **Andrew C. Perkins:** Supervision, Software, Methodology, Investigation, Formal analysis, Data curation. **Stephen M. Jane:** Writing – review & editing, Writing – original draft, Supervision, Resources, Methodology, Investigation, Funding acquisition, Conceptualization.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Single-cell transcriptomics reveals the cellular identity of a novel progenitor population crucial for murine neural tube closure
**Source:** Heliyon. 2024 Aug 30;10(17):e37259. doi: 10.1016/j.heliyon.2024.e37259
**Supplement:** Multimedia component 4

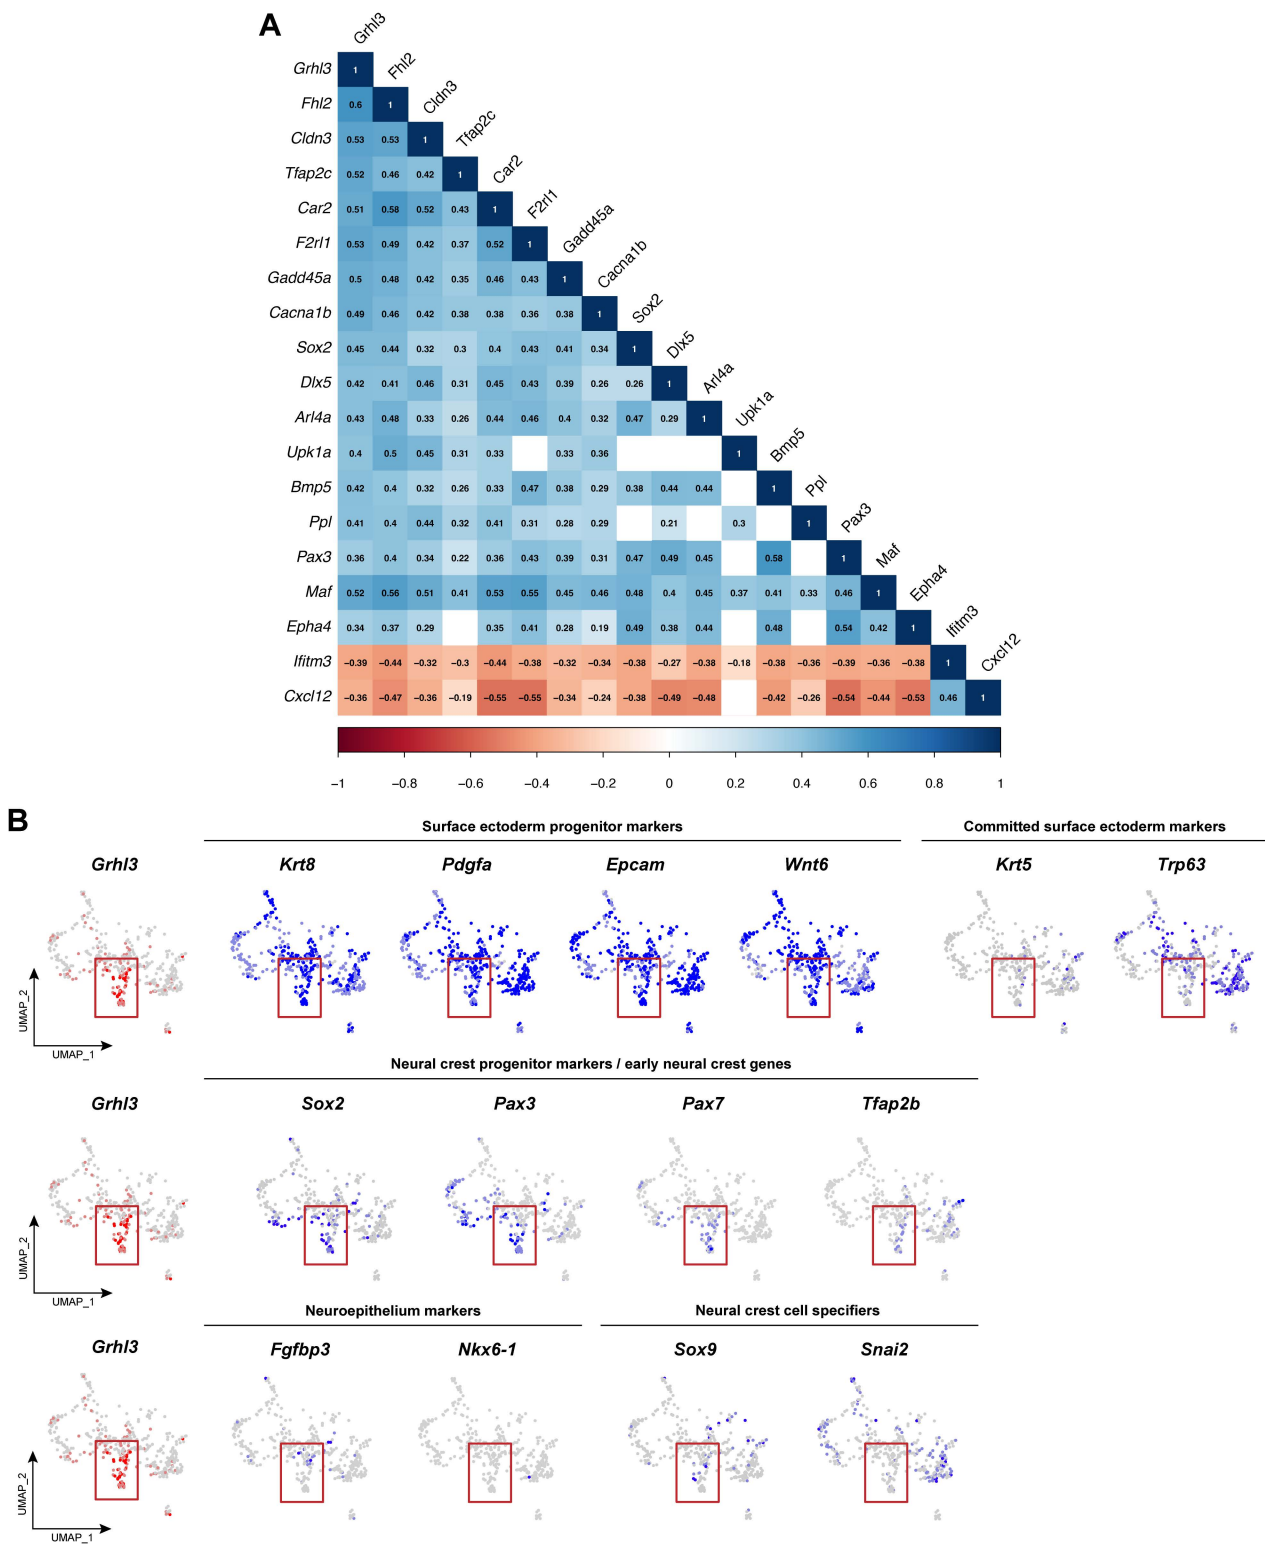

Figure S1

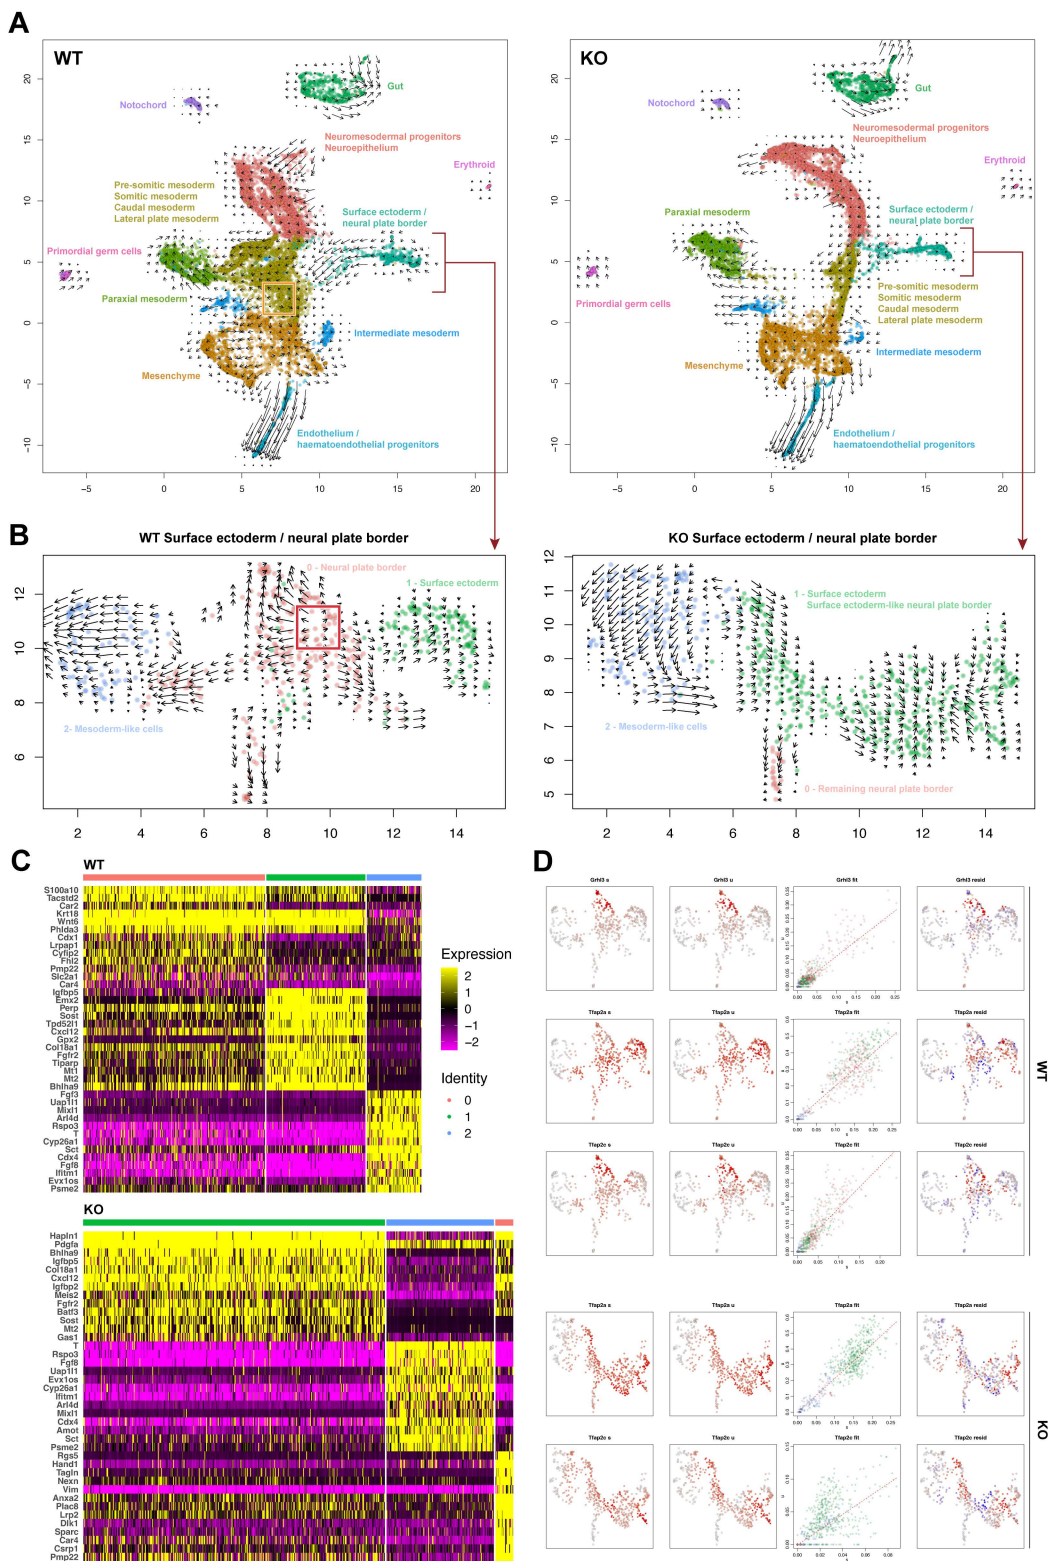

**Figure S2**

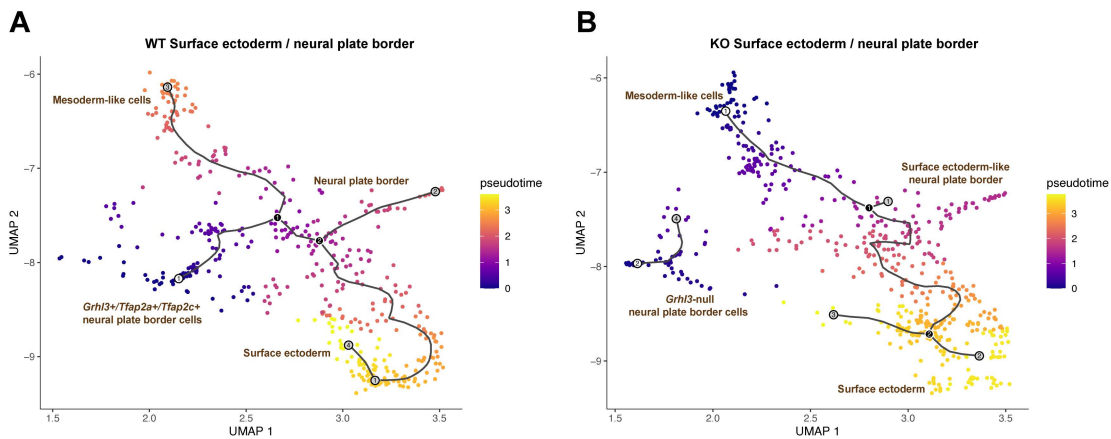

Figure S3

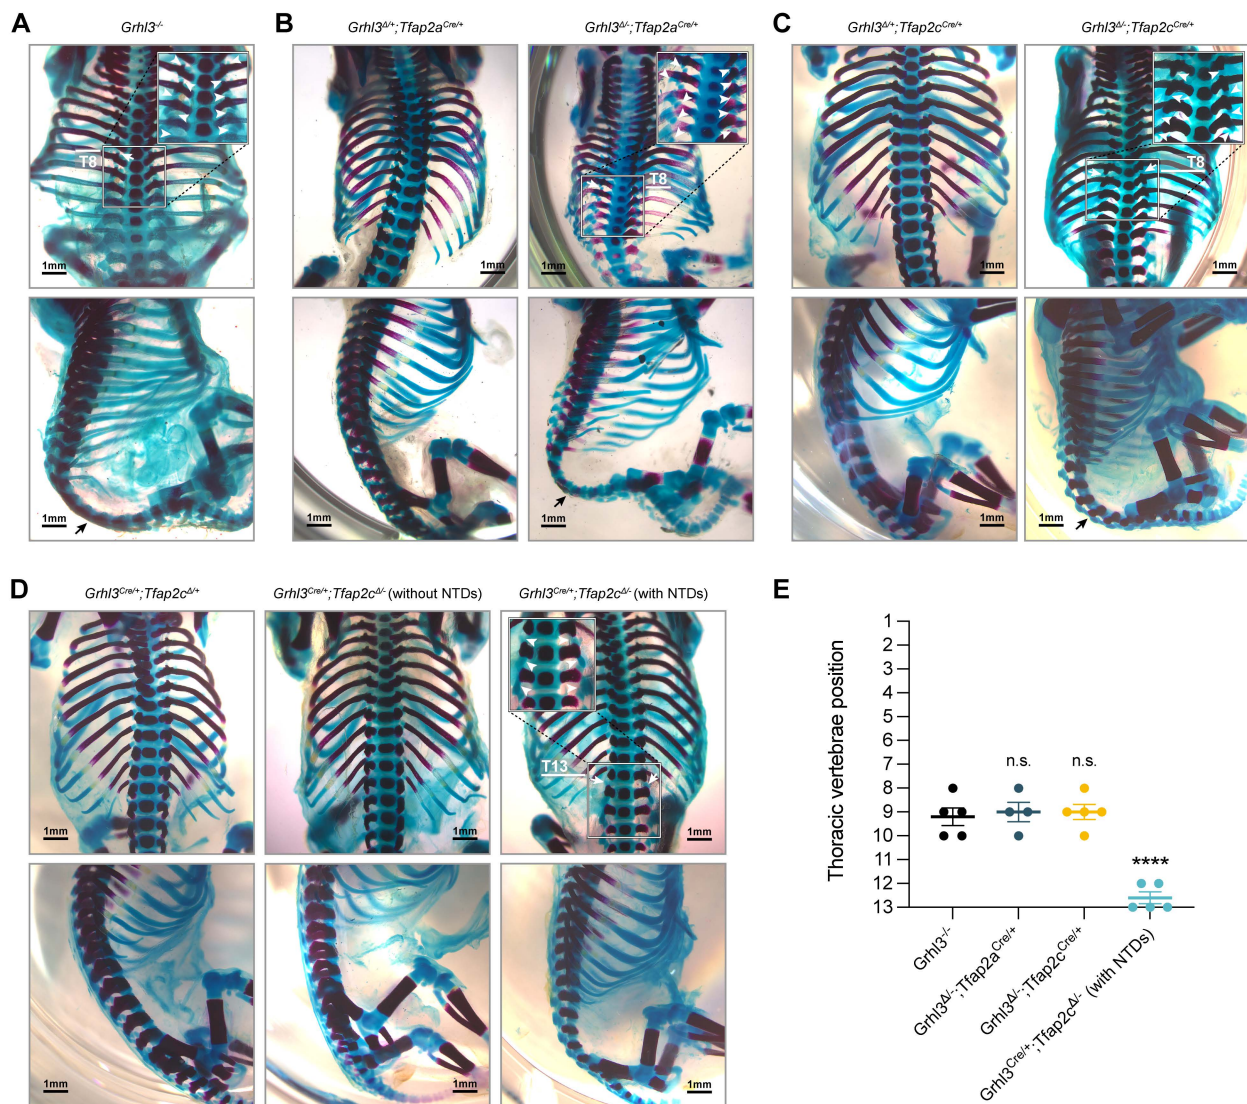

**Figure S4**

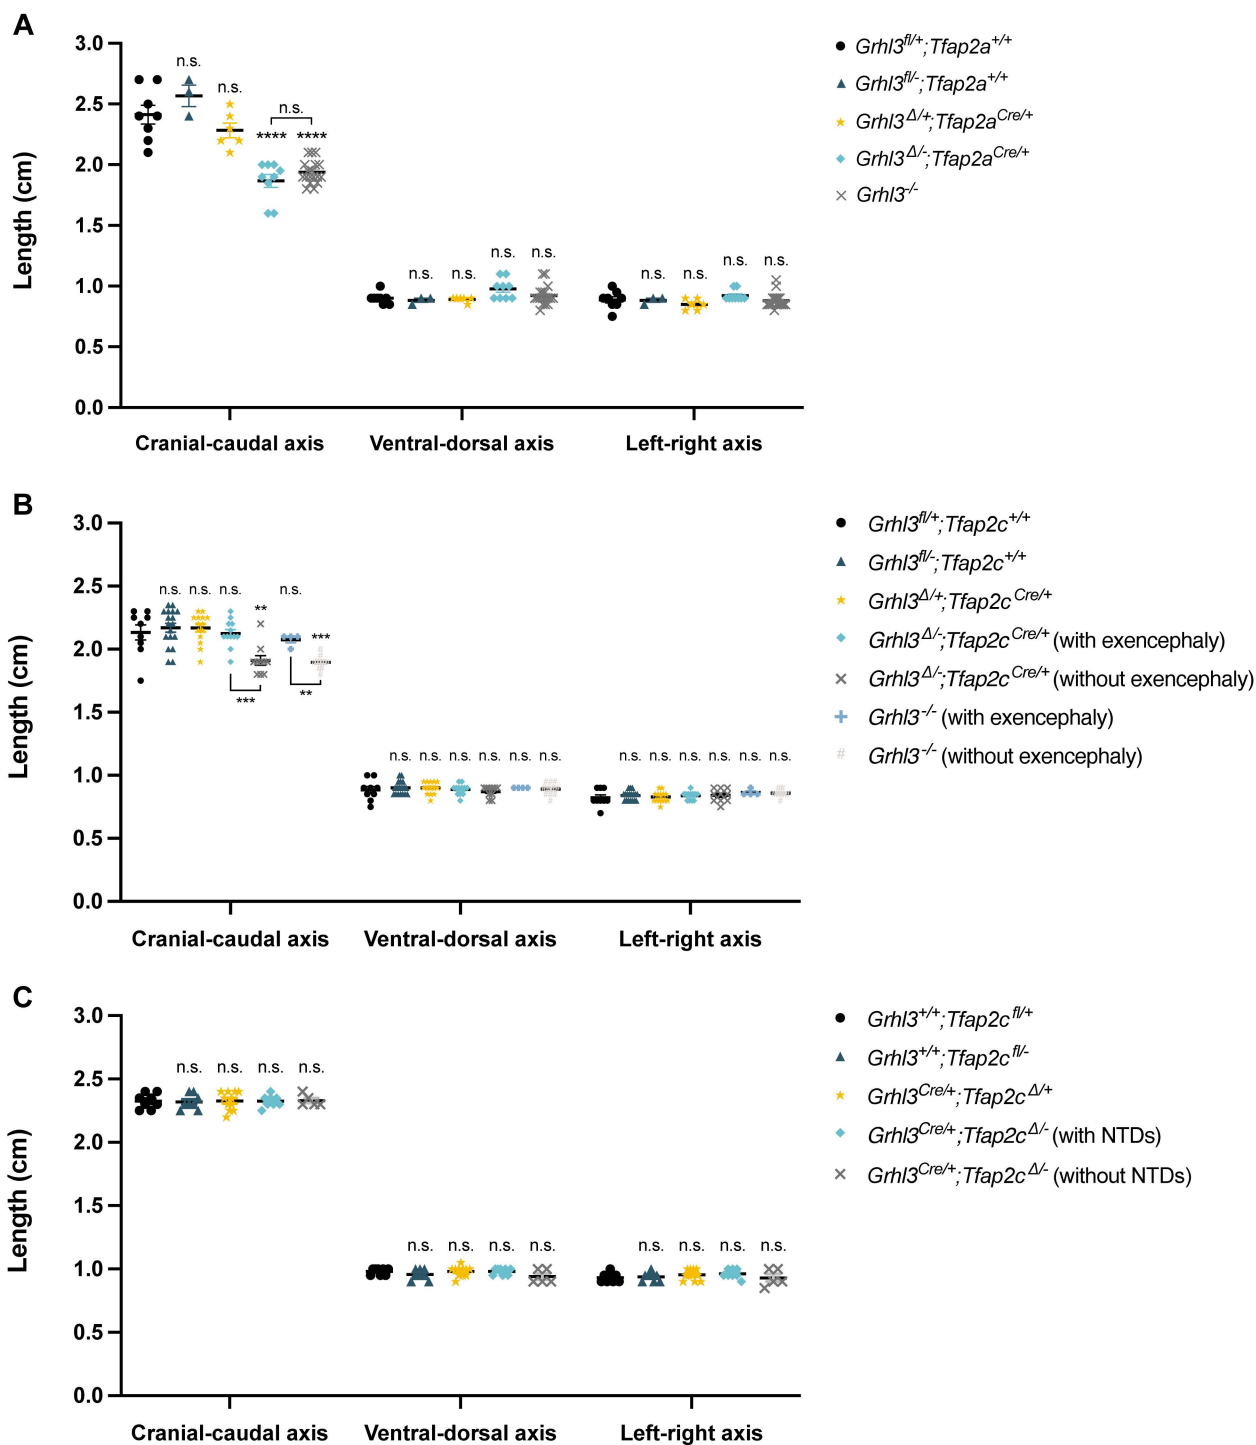

**Figure S5**

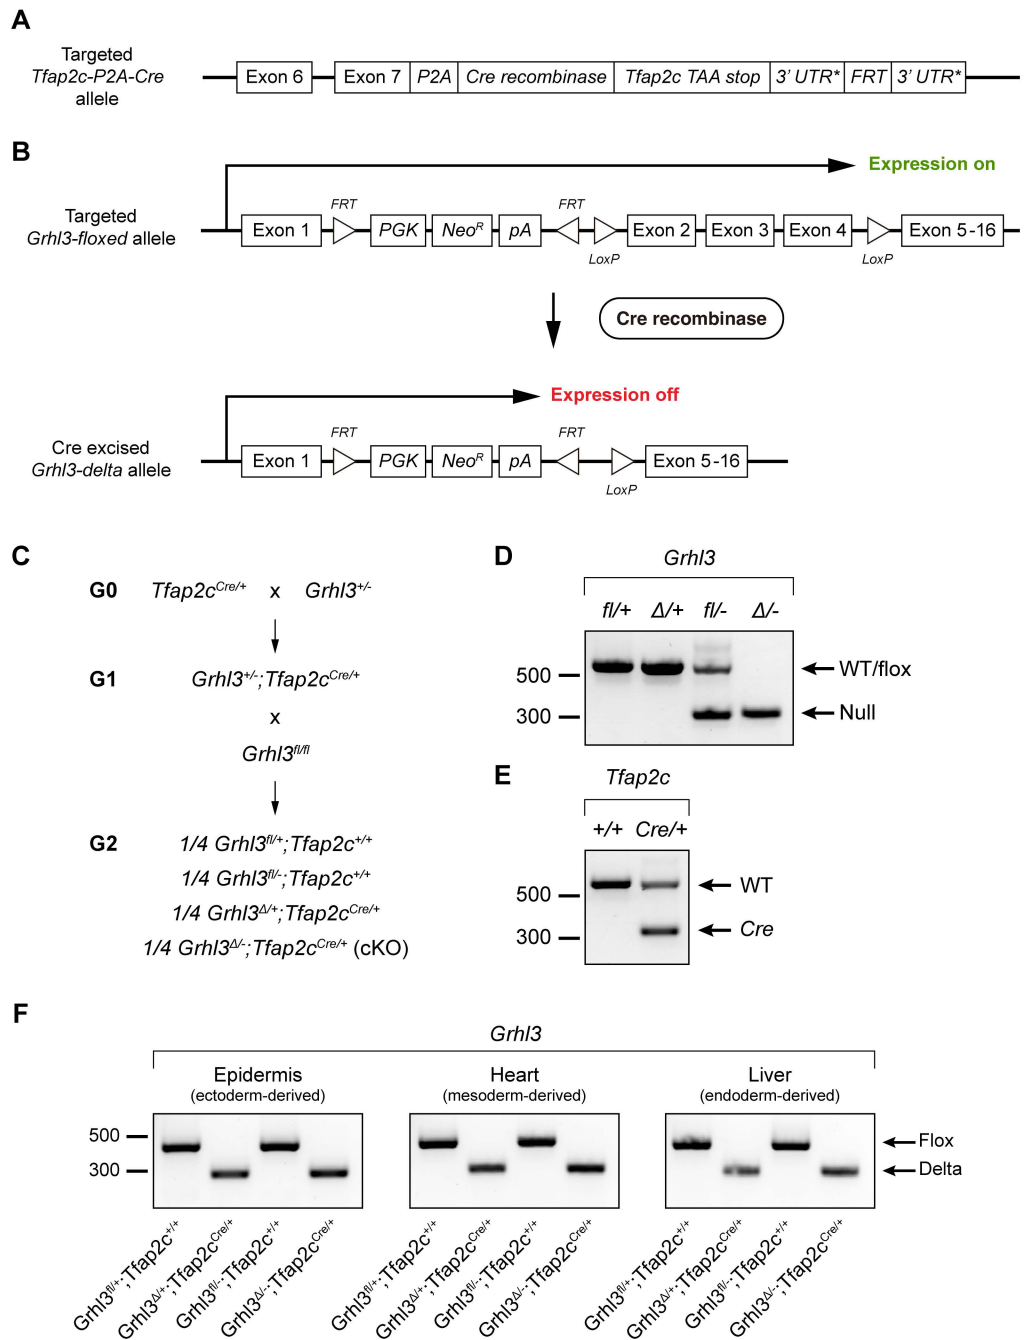

**Figure S6**

**A**

| Genotype                                          | Expected No.<br>of embryos | Observed No.<br>of embryos | P-value | Neural tube phenotype % (n) |              |             |
|---------------------------------------------------|----------------------------|----------------------------|---------|-----------------------------|--------------|-------------|
|                                                   |                            |                            |         | Curly tail                  | Spina bifida | Exencephaly |
| a. E14.5 embryos                                  |                            |                            |         |                             |              |             |
| <i>Grhl3<sup>fl/+</sup>;Tfap2c<sup>+/+</sup></i>  | 15.5                       | 15                         | 0.90    | 0 (0)                       | 0 (0)        | 0 (0)       |
| <i>Grhl3<sup>fl/-</sup>;Tfap2c<sup>+/+</sup></i>  | 15.5                       | 16                         | 0.90    | 0 (0)                       | 0 (0)        | 0 (0)       |
| <i>Grhl3<sup>Δ/+</sup>;Tfap2c<sup>Cre/+</sup></i> | 15.5                       | 14                         | 0.70    | 0 (0)                       | 0 (0)        | 0 (0)       |
| <i>Grhl3<sup>Δ/-</sup>;Tfap2c<sup>Cre/+</sup></i> | 15.5                       | 17                         | 0.70    | 100% (17)                   | 100% (17)    | 52.9% (9)   |
| Total number from 8 litters                       | -                          | 62                         | -       | -                           | -            | -           |
| b. E18.5 embryos                                  |                            |                            |         |                             |              |             |
| <i>Grhl3<sup>fl/+</sup>;Tfap2c<sup>+/+</sup></i>  | 29                         | 28                         | 0.85    | 0 (0)                       | 0 (0)        | 0 (0)       |
| <i>Grhl3<sup>fl/-</sup>;Tfap2c<sup>+/+</sup></i>  | 29                         | 32                         | 0.58    | 0 (0)                       | 0 (0)        | 0 (0)       |
| <i>Grhl3<sup>Δ/+</sup>;Tfap2c<sup>Cre/+</sup></i> | 29                         | 30                         | 0.85    | 0 (0)                       | 0 (0)        | 0 (0)       |
| <i>Grhl3<sup>Δ/-</sup>;Tfap2c<sup>Cre/+</sup></i> | 29                         | 26                         | 0.58    | 100% (26)                   | 100% (26)    | 57.7% (15)  |
| Total number from 17 litters                      | -                          | 116                        | -       | -                           | -            | -           |

**B**

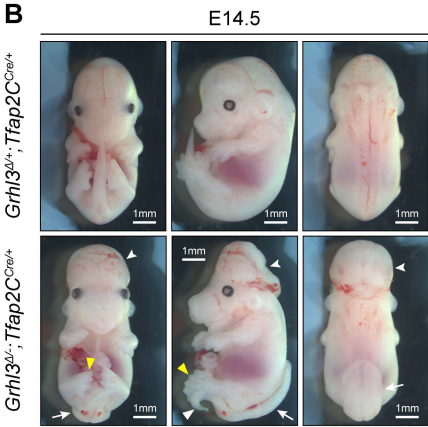

**C**

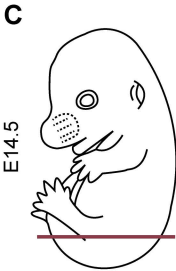

**D**

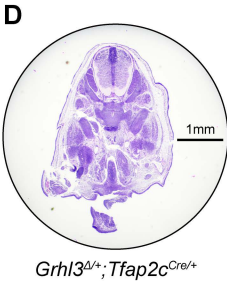

**E**

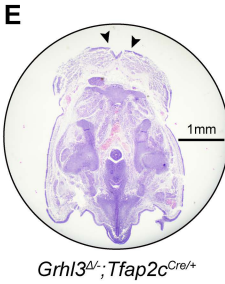

**Figure S7**

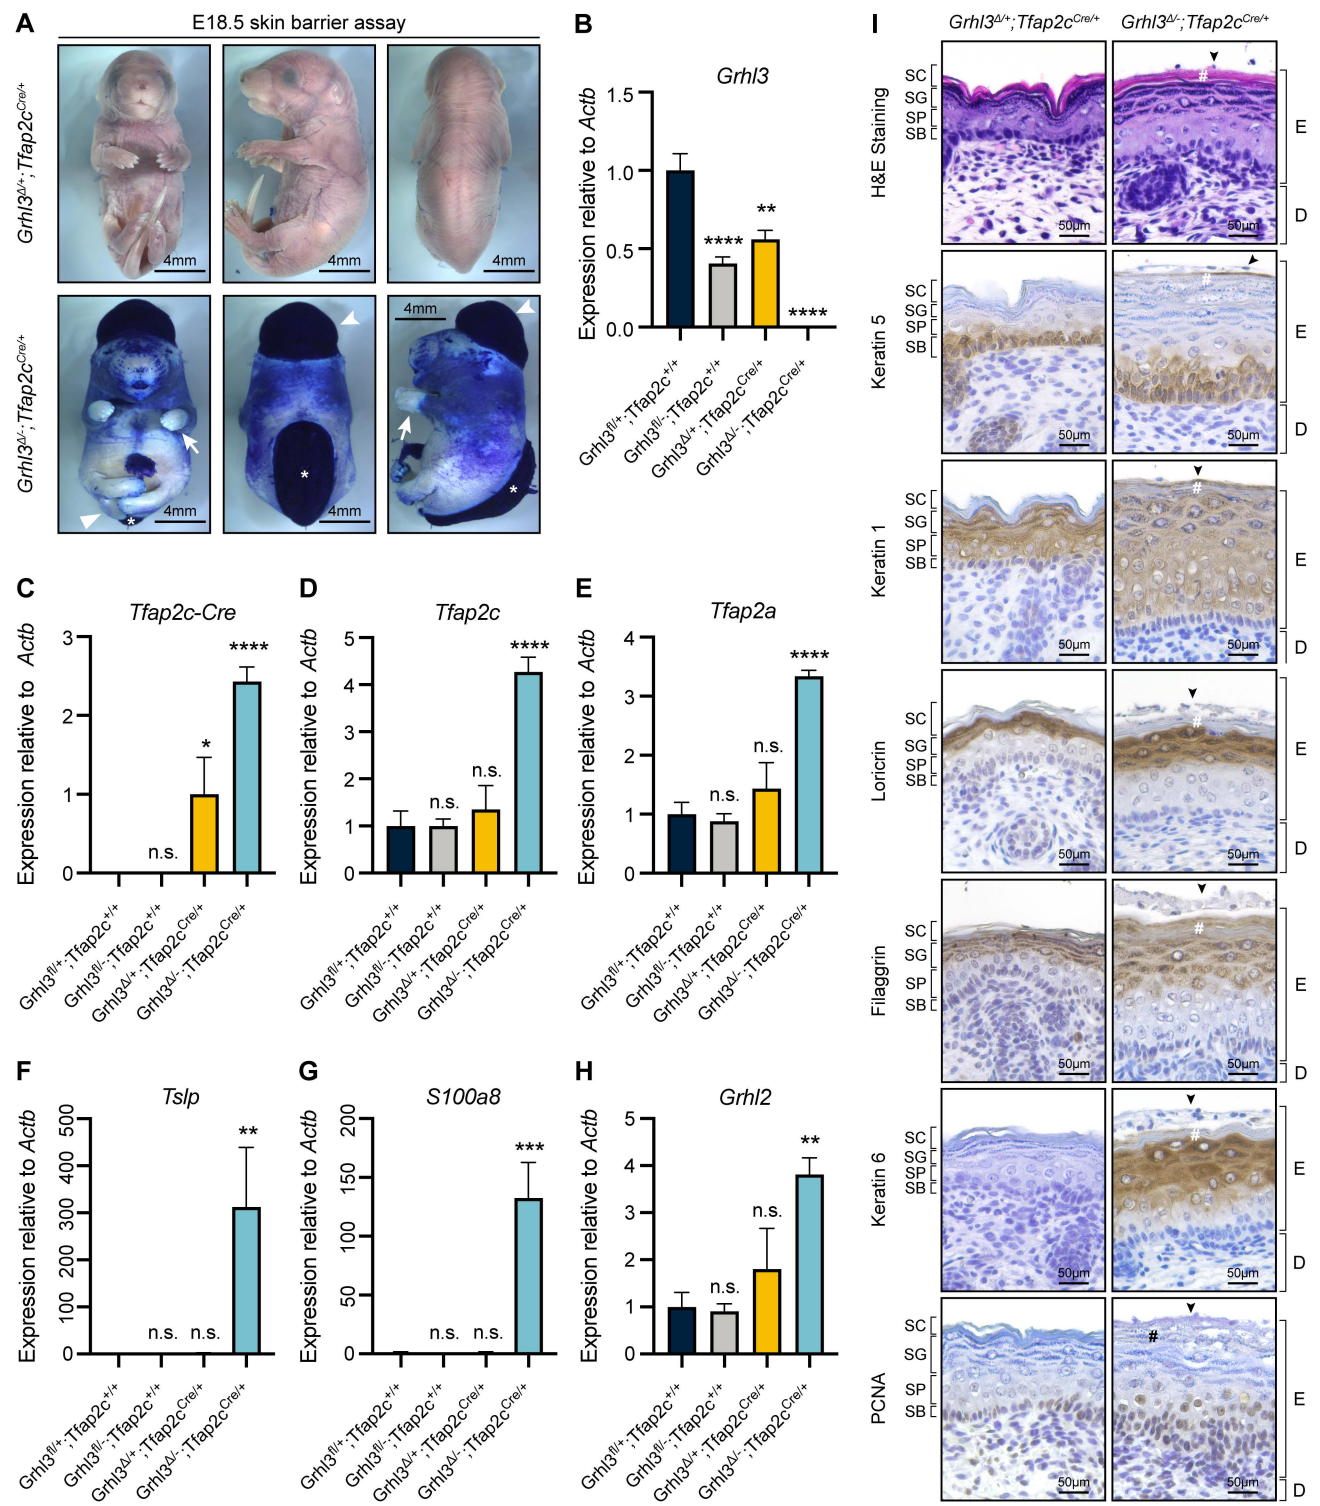

**Figure S8**

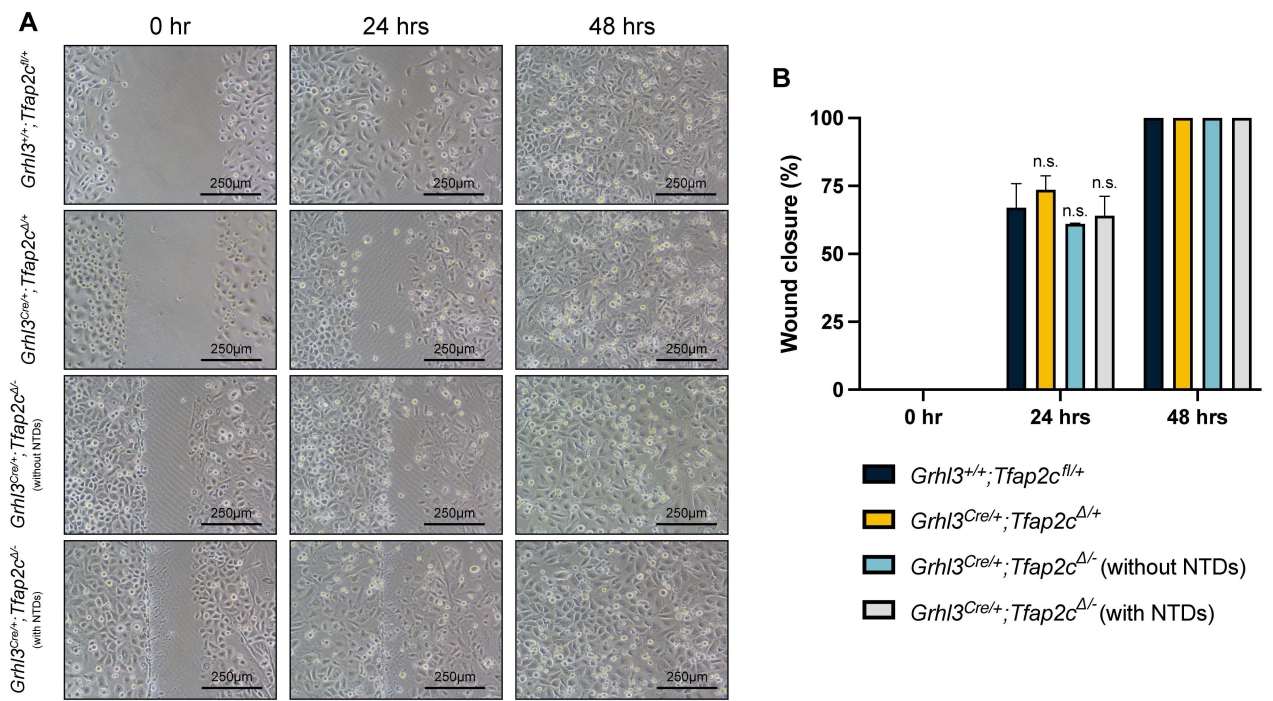

**Figure S9**

How the deposited data were processed for this re-analysis (not part of the article)

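Single cells from the caudal part of E8.5 embryos were measured in 4 libraries, 2 WT and 2 *Grhl3*-null. The paper's methods describe 1 pool of cells per genotype, made from 5 WT and 3 *Grhl3*-null embryos, and 2 reactions per pool. The libraries were assigned to genotype and replicate by their sample labels, which name both. The authors aligned the reads to mm10 with Cell Ranger and deposited UMI counts per gene and cell for the droplets called as cells, before their own filters. The values are whole-number counts and were used as deposited. Reads, spliced and unspliced counts, and the Monocle and velocity results of the paper were not analysed here.

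The depth after filtering was 226723903 and 220747840 UMIs in the WT libraries and 226059247 and 209833527 UMIs in the *Grhl3*-null libraries. The median per filtered cell was 33391 and 34572.5 UMIs in WT and 38070 and 35514 UMIs in *Grhl3*-null. Shares of cells have 95% Clopper-Pearson intervals, and where a share was 0 the limit that 3 counts allow is given. Such intervals cover counting error only. The libraries of a genotype were compared by a chi-square test over genes. Their counts differed by more than sampling noise (chi-square per degree of freedom 7.77 for the WT and 13.6 for the *Grhl3*-null libraries over all filtered cells), so they were counted as 2 libraries each.

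Cells needed at least 3000 genes, at least 7500 UMIs and at most 7% mitochondrial UMIs, the paper's filters. Normalisation and clustering used Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, with the libraries merged without integration, 3000 variable features, 30 principal components, 20 neighbours and Louvain clusters at resolution 0.4. The marker lists were the 15 genes that Table S1 gives for each of 16 cell types. A cluster's leading genes were ranked by fold over the other cells with 5 CPM added to both sides. A cluster took the name of the cell type with the most markers among its 30 leading genes, if these were at least 3 and over 1.5 times those of the next type, and if no other type had more among the first 10. Names in the text are therefore rebuilt from markers and can differ from the study's clusters.

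Doublets were scored per library with Scrublet in scanpy 1.11.5. The automatic threshold marked between 0.0627% and 0.196% of the cells of a library, under the minimum of 0.5%, so the 5% highest scores were taken as doublets. These were 256 and 254 cells of the WT and 237 and 237 cells of the *Grhl3*-null libraries. They were kept in the main results and removed in an alternative.

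UMIs were summed per class and library. Genes were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test), and p-values were adjusted by the Benjamini-Hochberg method. Sets of genes were tested with camera (preset correlation 0.01) and fry in limma 3.58.1. DESeq2 1.42.0 served as an alternative. Shares of classes were tested by the same quasi-likelihood test on numbers of cells. Since the design holds 1 pool per genotype, each p-value compares 2 pools and holds no spread between embryos. A fit that left out 1 library had a genotype with a single library and gives values without p-values. The fits were tested on simulated data in which 200 genes were changed by a log2 fold change of 2. All 200 were recovered in each of the 4 simulated sets, with at most 4 wrong calls in a set. The changed genes had a mean of at least 10 CPM, so recovery at lower levels or of smaller changes was not tested. The ranking by correlation was tested on simulated data with 200 planted genes, and 200 were recovered. The planted genes changed strongly with a simulated on and off state of *Grhl3*, so recovery of weak correlations was not tested.

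Correlations with *Grhl3*, shares of cells and shares after thinning to 7500 UMIs were computed with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0 in python 3.11.15, and plots were drawn with matplotlib 3.10.9. Cells were called male with at least 2 UMIs of 4 Y-linked genes and at most 2 of *Xist*, and female with at least 3 UMIs of *Xist* and at most 1 of the Y-linked genes. Gene positions came from the GENCODE annotation of mm10. Transcripts were compared with blastn 2.17.0, and a gene counted as a copy of another with at least 95% identity over at least 80% of its length.

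The genes named in the text were set by a rule. It covers every gene that the paper names from the scRNA-seq, the genes of the lists below, and for each test the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those with an adjusted p under 0.05 and a mean of at least 10 CPM. Genes outside the rule are marked as named after their values were seen. From the paper came the 18 genes of Fig. S1A, the panel of Fig. S1B, the WT lists of Fig. S2C and the 3 *Grhl* family genes. General lists, not taken from these libraries, were 9 pre-somitic genes, 8 somite genes, 12 posterior Hox genes of the paralogue groups after the 9th, the sex-linked genes, 11 genes induced by dissociation and 7 haemoglobin genes. A list of 8 visceral endoderm genes was written after *Afp* and *Apoa1* were seen to differ.

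The filters, the clustering, the tests, the lists other than the visceral endoderm list, the rule for named genes and all alternatives but 1 were set before the data were examined. These alternatives were resolution 0.8, 20 or 50 principal components, log-normalised counts, clustering without Hox, sex-linked and haemoglobin genes, doublets removed, classes by the highest marker score, other mitochondrial limits, TMM normalization of class counts, DESeq2, other filters on low counts, thinned or unthinned counts, Spearman's rho, cells with *Grhl3*, *Tfap2a* and *Tfap2c* in place of *Grhl3* alone, a replicate block and leaving out each library. The alternative added after seeing the data sub-clustered the surface ectoderm and neural plate border-like class without *Grhl3*, Hox, sex-linked and haemoglobin genes. WISH, immunostaining, the conditional mouse lines and other experiments of the paper were not analysed here.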

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

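The tests of whether the effect of genotype differs between the sexes, the tests of *LacZ* and the tests of gene copies and of genes near *Grhl3* were chosen only after the results were seen. All of them compare 1 WT with 1 *Grhl3*-null pool.

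The change of class shares with genotype differed between cells of male and of female embryos. An interaction term in edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the clusters, gave a difference in log2 fold change, female minus male, of -3.13 for the neuroepithelium-like class (adjusted p = 8.1e-27). The share of that class rose by 1.86 among male and fell by 1.27 among female cells on the log2 scale. For the paraxial mesoderm-like class the difference was also -3.13 (adjusted p = 1.0e-24, edgeR). For the somitic mesoderm-like class it was 2.05 (adjusted p = 4.2e-20, edgeR), with a log2 fold change of -1.96 among male and 0.09 among female cells. For the pre-somitic mesoderm-like class it was -7.94 (adjusted p = 5.8e-05, edgeR), a value that rests on 1 male WT cell. For the NMP-like class it was 1.31 (adjusted p = 2.4e-15, edgeR), with -0.79 among male and 0.51 among female cells. The surface ectoderm and neural plate border-like class had a difference of 0.03 (adjusted p = 0.98, edgeR) and the gut-like class of 0.01 (adjusted p = 0.98, edgeR). For the Mesenchyme 1-like class it was 3.89 (adjusted p = 6.6e-16, edgeR), with 3.49 among female cells and -0.40 among male cells (adjusted p = 0.13, edgeR), so the higher share of this class in null was seen among female cells only. For the Mesenchyme 2-like class it was -2.08 (adjusted p = 4.6e-17, edgeR), for the intermediate mesoderm-like class -1.38 (adjusted p = 1.4e-04, edgeR), for the erythroid-like class 1.34 (adjusted p = 0.0033, edgeR) and for the endothelium-like class 1.30 (adjusted p = 4.6e-06, edgeR). The pre-somitic-like and somitic-like classes counted as 1 fell in both sexes, by 1.94 among male (adjusted p = 3.1e-24, edgeR) and by 1.17 among female cells (adjusted p = 8.9e-22, edgeR), with a difference of 0.77 (adjusted p = 2.0e-06, edgeR). Wherever the change of 1 of these classes within a sex had an adjusted p under 0.05 by edgeR, both null libraries lay on the same side of both WT libraries.

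A difference between the sexes as such stays open, since the value of -3.13 for the neuroepithelium-like class is the pattern itself and decides nothing about its cause. Of the sexed cells of this class, 14.2% in WT and 83.8% in null were male. Male and female embryos of a pool may have been at different stages. The posterior Hox genes were compared for this in WT cells of the named classes whose change differed by sex. The pre-somitic mesoderm-like class was left out of this comparison, as it had 1 male WT cell. The summed list was at 215 ± 1.76 CPM in female and 3.61 ± 2.86 CPM in male neuroepithelium-like cells (SD, n = 2 libraries each), a log2 ratio of 5.90 and the largest of the 9 classes compared. It was higher in female cells by more than the summed SDs in 5 of the 9, and within them in 4, with 378 ± 9.6 CPM in male and 390 ± 104 CPM in female Mesenchyme 1-like cells and 41.7 ± 13.6 CPM in male and 23.1 ± 8.75 CPM in female endothelium-like cells. The share of the unnamed cluster led by *Prrx1* also differed by sex (2.03, adjusted p = 4.7e-26, edgeR). There the list was at 94.3 ± 20.7 CPM in male and 67.8 ± 8.53 CPM in female WT cells, within the summed SDs. As the list moved in part of the classes, a difference in stage and other differences between single embryos cannot be told apart. The median depth was not lower in null libraries. The number of male and female embryos in each pool is not known, and single embryos cannot be followed, so effects of genotype, of stage and of single embryos on these shares remain open.

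The *Grhl3*-null libraries held 35 UMIs of *LacZ*, a sequence that the paper does not mention, 13 in library 1 and 22 in library 2. The WT libraries held 0, which argues against assignment of reads by chance at a rate common to all libraries. A reporter in the targeted *Grhl3* allele may be the source. It would place *LacZ* where *Grhl3* is expressed, and 7 of the 35 UMIs, or 20% (95% Clopper-Pearson interval 8.44 to 36.9), lay in the surface ectoderm and neural plate border-like class. That class held 5.67% of all UMIs of the null libraries (exact binomial test, two-sided p = 0.0031). That excess rests on library 2, with 6 of 22 UMIs against 5.33% (exact binomial test, two-sided p = 8.1e-04), since library 1 had 1 of 13 against 5.99% (exact binomial test, two-sided p = 0.55). A further 9 lay in the NMP-like, 8 in the paraxial mesoderm-like and 6 in the somitic mesoderm-like class. With counts so few and an excess in 1 library, such a reporter and other sources of the sequence cannot be told apart. A second sequence, *LacZm*, had 5 UMIs in null libraries, all in the somitic mesoderm-like class, and none in WT.

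The paper does not report genes that differ between the genotypes within a class. In the surface ectoderm and neural plate border-like class, 220 of 12623 genes were called, 58 higher and 162 lower in *Grhl3*-null. Those with the largest positive log2 fold changes under the rule for named genes were *Gm10036* (5.88), *Gm10093* (5.81), *Gm10282* (1.59), *Pitx1* (1.40) and *Eif2s3y* (1.27). Those with the largest negative ones were *Grhl3* (-6.66), *Gpx2* (-3.40), *Upk1a* (-2.72), *S100a16* (-2.26) and *Hoxc10* (-2.09). In the NMP-like class, 122 of 13542 genes were called, 58 higher and 64 lower. *Gm10036* (6.18), *Gm10093* (5.89), *Gm10282* (1.47), *Krt19* (1.21) and *Pfkp* (0.95) led the higher genes under the rule, and *Fst* (-1.79), *Pou5f1* (-1.56), *Stmn1* (-1.43), *Hdac1* (-1.31) and *Fgfbp3* (-1.19) the lower ones. *Pfkp* is named by the rule but was not called, since a call needs a log2 fold change of at least 1. In the neuroepithelium-like class, 420 of 12999 genes were called, 253 higher and 167 lower. *Gm10036* (5.92), *Gm10093* (5.92), *Eif2s3y* (2.30), *Ddx3y* (1.86) and *Nr2f1* (1.77) led the higher genes, and *Hoxc10* (-8.48), *Hoxa10* (-6.82), *Hoxd9* (-4.42), *Fgf17* (-2.79) and *Tcea3* (-2.78) the lower ones. Each of these genes differed in the same direction in both null libraries against both WT libraries, with a Benjamini-Hochberg adjusted p under 0.05 by edgeR's quasi-likelihood test.

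These counts do not separate *Grhl3* from other differences between the pools. *Eif2s3y* and *Ddx3y* are Y-linked, and the male share of cells differed. The posterior Hox genes fell in classes inside and outside the mesoderm, as a difference in stage between the pools would give, with *Hoxc10* at -3.65 in the gut-like class. A chromosome segment of another strain around *Grhl3* may add to them. *Stmn1*, *Tcea3* and *Hdac1*, named above among the lower genes, lie 1.07, 0.706 and 6.03 Mb from *Grhl3*. Of 386 genes within 20 Mb of *Grhl3* that were tested in all 3 classes, 29 (7.51%) changed the same way in the 3 classes with an adjusted p under 0.05 by edgeR, against 315 of 11617 genes elsewhere (2.71%). The odds ratio was 2.91 (Fisher's exact test, two-sided p = 2.1e-06). With a log2 fold change of at least 1 in size in each class it was 3 of 386 against 11 of 11617, an odds ratio of 8.26 (Fisher's exact test, two-sided p = 0.0092). A direct or indirect effect of *Grhl3* stays open beside them for each gene.

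Over all filtered cells, *Gm10036* was higher in *Grhl3*-null by a log2 fold change of 6.09 (adjusted p = 2.9e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 4.66 to 318 CPM. *Gm10093* was higher by 5.58 (adjusted p = 1.8e-08, edgeR), from 0.943 to 45.3 CPM. *Gm10282* was higher by 1.5 (adjusted p = 2.2e-06, edgeR), from 11.5 to 32.6 CPM. All 3 were higher in both null libraries. Their transcripts are 99.3%, 99.4% and 99.3% identical to those of *Rpl11*, *Hdac1* and *Hmgn2*, which lie 0.486, 6.03 and 1.58 Mb from *Grhl3*. The originals were lower in null, with log2 fold changes of -0.31, -1.23 and -0.35.

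Reads of an original near *Grhl3* may have been counted on its copy, for instance where a segment of another strain carries bases that match the copy better. Copy and original together had log2 ratios of -0.16, -0.49 and -0.28, so the rise of a copy was not added to an unchanged original. These sums are dominated by the originals, apart from that of *Hdac1*. Over all filtered null cells *Hdac1* was at 66.8 CPM and its copy *Gm10093* at 45.3 CPM. The fall of *Hdac1*, from 156 CPM in WT, was larger than the rise of its copy, so moved reads alone do not account for it. They may still account for the rise of the copies, which keeps the first explanation open. Of 8 copies whose original lies within 20 Mb of *Grhl3*, 4 were called higher, against 2 of 152 elsewhere, but 3 of the 4 are the genes that raised the question. Without them it was 1 of 5 near *Grhl3* against 2 of 152 elsewhere (Fisher's exact test, two-sided p = 0.0931). With so few copies, a strain segment and expression of the copies themselves cannot be told apart. The paper states that its mouse lines were kept on a pure background of 1 strain, and no sequence reads were analysed here.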

How the results depend on the processing

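Only the sub-clustering without *Grhl3*, Hox, sex-linked and haemoglobin genes was chosen after seeing the data. Where a value moved, the cause was not tested unless a reason is given.

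The pre-somitic mesoderm-like share, the somitic mesoderm-like share and the fall of *Tfap2c* kept their direction and their side of the threshold under every alternative with a test. The adjusted p of *Tfap2a* stayed above 0.05 (edgeR or DESeq2) under the same alternatives, whatever its sign. Of the 9 pre-somitic genes, at least 8 stayed lower with an adjusted p under 0.05 (edgeR or DESeq2). The number of named classes with a changed share was 9 of 14, and between 9 and 12 under the alternatives. The 12 were out of 16 classes by marker score, and at resolution 0.8 it was 11 of 15. With each library left out in turn, the log2 fold change of the pre-somitic share lay between -7.23 and -6.83, of the somitic share between -0.77 and -0.66, of the paraxial share between 0.26 and 0.38, and of *Tfap2a* between -0.10 and 0.04.

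With no mitochondrial filter 85.5% of the cells of a library passed on average and with the limit of 5% it was 75.4%, against 83.5% by the paper's filters, a change that follows from the filters themselves. With classes by the highest marker score, the paraxial mesoderm-like share had a log2 fold change of 0.11 in place of 0.32, and its adjusted p of 0.10 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) no longer passed the threshold. Over its alternatives with a test the adjusted p of that share otherwise stayed under 0.05. The same setting gave 96.2 CPM for *Tfap2a* in the WT surface ectoderm and neural plate border-like class in place of 89.9 CPM, and 106 CPM for *Tfap2c* in the primordial germ cell-like class in place of 152 CPM.

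*Tfap2c* in the WT surface ectoderm and neural plate border-like class, at 33.4 CPM with an SD of 0.505, moved by more than that small spread in most settings. It was 34.7 CPM at resolution 0.8, 36.0 with 20 and 34.5 with 50 principal components, 34.3 with log-normalised counts, 31.7 with doublets removed, 36.2 by marker score and 31.9 as the mean over cells. *Grhl3* in the neuroepithelium-like class moved in 7 settings, from 0.779 to 4.63 CPM.

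The direction of 4 shares, with adjusted p-values above 0.05 (edgeR) in the main analysis, depended on the clustering. The NMP-like share was higher in null with log-normalised counts (log2 fold change 0.20, adjusted p = 0.0024, edgeR) in place of the main -0.06. It was lower, and past the threshold, with TMM normalization of the class counts (-0.22), without Hox, sex-linked and haemoglobin genes (-0.35) and by marker score (-0.30). The intermediate mesoderm-like share, 0.03 in the main analysis, was lower with 20 (-0.60, adjusted p = 0.011, edgeR) and 50 principal components (-0.52, adjusted p = 0.014, edgeR) and without Hox, sex-linked and haemoglobin genes (-0.56, adjusted p = 0.021, edgeR), and higher by marker score (0.71, adjusted p = 4.1e-07, edgeR). The Mesenchyme 2-like share, -0.07 in the main analysis, was higher at resolution 0.8 (0.41, adjusted p = 0.026, edgeR) and by marker score (0.72, adjusted p = 4.3e-06, edgeR), and lower with TMM normalization (-0.23, adjusted p = 0.011, edgeR), 50 principal components (-0.53, adjusted p = 1.8e-06, edgeR) and log-normalised counts (-0.52, adjusted p = 1.1e-05, edgeR). The name did not cover the same number of cells in each setting. Mesenchyme 2-like cells numbered 1612 in the main analysis and 259 at resolution 0.8, and intermediate mesoderm-like cells 455 and, with 20 principal components, 203, so a change of direction can be one of the cells that carry the name. The notochord-like share, -0.34, passed the threshold with TMM normalization (-0.49), 50 principal components (-0.42) and doublets removed (-0.52), and was 0.08 by marker score (adjusted p = 0.60, edgeR). The primordial germ cell-like share, 1.02, did not pass it by marker score (0.67, adjusted p = 0.16, edgeR). With each library left out in turn it lay between 0.46 and 2.06, the lowest without null library 2 and the highest without WT library 1, and the notochord-like share between -0.50 and -0.16. The Mesenchyme 1-like share, 1.53 for the 418 cells of a cluster led by *Tbx4* and *Capn6*, was 1.46 with 50 principal components and 1.37 without Hox, sex-linked and haemoglobin genes, where the cluster was led by *Tbx4* as well. With 20 principal components (0.55) a further cluster of 2832 cells led by *Prrx1* and *Hand2* carried the name, which makes this a value of other cells, as at resolution 0.8 (0.64) and with log-normalised counts (0.71).

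The median correlation of the 16 positive genes with *Grhl3*, 0.493, fell to 0.250 with thinned counts, as fewer UMIs per cell add sampling noise. It was between 0.413 and 0.52 with 1 WT library left out, the lower value without WT library 1. All 18 signs were kept. Of the 14 panel genes, 12 in place of 7 were found in a larger share of cells with *Grhl3* in both libraries when the counts were not thinned. At 7500 UMIs per cell only 46 and 36 cells had *Grhl3*, which limits the precision of each share.

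The number of genes called in the surface ectoderm and neural plate border-like class, 220, was 99 with DESeq2 and 132 with at least 10 counts in every sum. In the NMP-like class, 122 became 31 and 75 with the same alternatives. In the neuroepithelium-like class, 420 became 251 and 266. The filter on counts takes out genes with few UMIs in 1 genotype. The neuroepithelium count also fell to 59 at resolution 0.8, to 127 without Hox, sex-linked and haemoglobin genes, and to 156 by marker score, and rose to 453 with 20 and 488 with 50 principal components and to 534 with log-normalised counts. Of the 59, 127 and 156 genes, 51, 104 and 116 were among the 420, and of the 453, 488 and 534 it was 331, 399 and 324. The count in the surface ectoderm and neural plate border-like class rose to 275 with 20 principal components, 276 by marker score and 283 with no filter on low counts. With each library left out in turn, only the fold changes of genes already called in the main analysis were followed. Their number could not rise, so leaving out a library gives no recount of called genes.

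The 16 genes of Fig. S1A as a set had a median log2 fold change of -0.27. Without *Tfap2c* it was 0.020, with a p of 9.1e-04 by limma's camera, since the median of genes that go both ways rests on the middle genes. With 20 principal components it was 0.086, with a camera p of 0.65, and by marker score 0.023, with a camera p of 0.48, each with 8 of the 16 genes lower. With 50 principal components it was -0.60 (12 of 16 lower, a camera p of 1.1e-09) and with log-normalised counts -0.59 (12 of 16 lower, a camera p of 2.2e-09). With each library left out in turn it lay between -0.35 and -0.19. The p of fry was between 0.027 and 0.34 over the clusterings.

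The neural plate border share of the surface ectoderm and neural plate border-like class fell by 26.8 percentage points from WT to null, by 26.6 at resolution 0.8, by 25.9 with doublets removed and by 27.6 in the added sub-clustering. When each cell was given the list with the highest mean score, the change was -16.9 percentage points.

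With the replicate block, no result named here changed its call apart from the fry test of the 16 genes. The replicate numbers do not pair the samples, since the 2 reactions of a genotype came from 1 pool, and deviations of libraries with the same number had correlations between 0.0081 and 0.0492 across genes. The block gave log2 fold changes of -6.97 for the pre-somitic share (adjusted p = 1.4e-14, edgeR) and -0.93 for *Tfap2c* (adjusted p = 4.5e-12, edgeR). Under the replicate block, the set of 16 genes kept a camera p of 2.4e-06 but had a fry p of 0.17, and 240, 154 and 417 genes were called in the 3 classes.

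For the other single genes and shares, these class shares included, 53 results had 653 values under alternatives. Of these, 614 counted as unchanged, 10 were weaker, 10 stronger, 10 moved and 9 reversed. With a test, a change of sign counted as unchanged where both adjusted p-values were above 0.05 (edgeR or DESeq2). An example is the NMP-like share, at 0.02 with 20 principal components. Levels and fold changes without a test counted as unchanged if they moved by less than the spread between the libraries. *Pitx1* in the surface ectoderm and neural plate border-like class reversed to -0.32 with 20 principal components, -0.16 with log-normalised counts and -0.026 by marker score, each with an adjusted p above 0.05 (edgeR). *Msgn1* over all cells lost its call with DESeq2, *Hoxd9* in the neuroepithelium-like class at resolution 0.8, and *Fgf17* in that class without Hox, sex-linked and haemoglobin genes. The surface ectoderm and neural plate border-like share was no longer past the threshold with TMM normalization of the class counts, with 50 principal components and with log-normalised counts.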

Differences from the paper's values

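Among the values below, the levels of *Tfap2c* within cells of 1 list of Fig. S2C and with sub-clusters left out were chosen only after the result was seen.

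Correlations with *Grhl3* in Fig. S1A were read by eye and compared with Pearson's r over the WT cells of the surface ectoderm and neural plate border-like class. The error was the SD of r between the 2 WT libraries and holds no error of reading the figure. It was small where the libraries happened to agree, as for *Maf* with 0.487 and 0.495, so that small gaps counted as differences. It was wide for *Cldn3*, with 0.636 and 0.473. For *Tfap2c* the r was 0.576 against the paper's about 0.52 in Fig. S1A. The difference fell within the error with Spearman's rho, with log-normalised counts and without WT replicate 1, and not under the other alternatives. For *Car2* the r was 0.534 against the paper's about 0.51 in Fig. S1A. It fell within the error at resolution 0.8, with 20 or 50 principal components, with log-normalised counts, without Hox, sex-linked and haemoglobin genes, by marker score and without WT replicate 1. For *Cacna1b* the r was 0.528 against the paper's about 0.49 in Fig. S1A. Resolution 0.8, 50 principal components, Spearman's rho, log-normalised counts and leaving out WT replicate 1 closed the gap, and the others did not. For *Sox2* the r was 0.473 against the paper's about 0.45 in Fig. S1A. The same settings as for *Cacna1b*, and 20 principal components, closed the gap.

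*Bmp5* had an r of 0.381 against the paper's about 0.42 in Fig. S1A. Its gap closed at resolution 0.8, with 50 principal components, Spearman's rho, log-normalised counts, by marker score and without WT replicate 2. *Maf* had an r of 0.489 against the paper's about 0.52 in Fig. S1A, and its gap closed with doublets removed and under no other alternative. *Epha4* had an r of 0.268 against the paper's about 0.34 in Fig. S1A, and none of the alternatives set before the data were examined closed the gap. By marker score its r was 0.364, above the paper's value by more than the error. *Ifitm3* had an r of -0.318 against the paper's about -0.39 in Fig. S1A. Resolution 0.8, 20 or 50 principal components, log-normalised counts and leaving out WT replicate 2 closed the gap. *Cxcl12* had an r of -0.258 against the paper's about -0.36 in Fig. S1A. Its gap closed with the settings named for *Ifitm3*, by marker score and without Hox, sex-linked and haemoglobin genes. The correlations of the other 9 genes of Fig. S1A did not differ by this measure. Which genes differed therefore depends in part on how closely the 2 libraries agreed.

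The paper states that *Tfap2c* keeps its normal level in *Grhl3*-null embryos. In the surface ectoderm and neural plate border-like class its log2 fold change was -0.93 (adjusted p = 2.2e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in both null libraries. No alternative reached an unchanged level in this class. With the sub-clusters named after the neural plate border or led by *Grhl3* left out, it was at 21.2 ± 2.18 CPM in WT and 18.1 ± 2.68 CPM in null (SD, n = 2), within the spread, and with only the sub-cluster named after the neural plate border left out it was at 28.2 ± 3.18 CPM in WT. Over all filtered cells the log2 fold change of *Tfap2c* was 0.02 (adjusted p = 0.87, edgeR). That value spans classes that changed in opposite directions, and the paper gives no level over all cells. For *Tfap2a* no difference was found in this class. In the neuroepithelium-like class *Tfap2a* and *Tfap2c* were higher in null cells, by 2.28 and 1.10 on the log2 scale. The rise of *Tfap2c* there was beyond the spread among female cells only.

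The paper states that cells with *Grhl3* lack *Trp63*. It was found in 14.9% of the thinned WT cells with *Grhl3*, against 0.321% of endothelium-like cells, although in fewer of them than of the cells without *Grhl3*. Unthinned, it was found in 73.6% of cells with and 58.4% of cells without *Grhl3*. The paper also states that these cells lack *Krt5*, which was found in none of the thinned cells with *Grhl3* and, unthinned, in 23.9% of them against 0.647% of endothelium-like cells. The paper describes *Tfap2c* as absent from the surface ectoderm (Fig. 2G–H). In WT cells of the surface ectoderm list of Fig. S2C it was at 27.2 CPM. *Grhl3* itself was at 17.2 CPM in these cells, so the list does not separate surface ectoderm from *Grhl3*-expressing cells, and the statement stays untested here.

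The paper found no significant change in the paraxial mesoderm. Its share had a log2 fold change of 0.32 (adjusted p = 6.9e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both null libraries. By the highest marker score the log2 fold change was 0.11 (adjusted p = 0.10, edgeR), which reaches the paper's statement. The paper describes a shift of null cells to a surface ectoderm identity. The sub-cluster named after the surface ectoderm held 23.9% of WT and 7.62% of null cells of the class. Sub-clustering at resolution 0.8 gave 20.2% and 0%, and the added sub-clustering 24.2% and 8.00%. By score the surface ectoderm share was 32.0% in WT and 41.4% in null, the direction that the paper gives. Sub-clustered with doublets removed it was 28.1% and 35.9%, but a further sub-cluster then carried the name. The sub-cluster with 9 markers held 53 and 47 WT and 0 null cells. The further one, with 4 markers, held 17 and 10 WT and 100 and 83 null cells. Its leading genes *Sox9*, *Emx2*, *Batf3* and *Atf3* also led the largest unnamed sub-cluster of the main analysis, so this rise can be one of the name.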

Other observations

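All tests of explanations were chosen only after the result was seen, except those of the pre-somitic mesoderm-like share.

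The pre-somitic mesoderm-like class was nearly absent from the *Grhl3*-null libraries. The tables argue against a lower depth as the cause, since the shallower null library had a median of 35514 UMIs per filtered cell and both WT libraries had fewer. A move of the cells into another cluster is not the whole cause, because the summed pre-somitic list over all filtered cells had a log2 ratio of -0.62, from 605 to 394 CPM. A log2 fold change of -6.97 in the share overstates the change, since the somitic mesoderm-like cells of the null libraries carried the list at 1569 ± 34 CPM. Counted as 1 class, pre-somitic-like and somitic-like cells had a log2 fold change of -1.50 (adjusted p = 5.1e-20, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in both null libraries.

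A difference in stage between the pools stays open, and these values are consistent with it. *Hoxc10* had a log2 fold change of -3.65 in the gut-like class (adjusted p = 3.2e-12, edgeR, lower in both null libraries). In the gut-like class 8 of the 8 posterior Hox genes tested were lower in null, 7 of them with an adjusted p under 0.05 (edgeR). In the neuroepithelium-like class it was 4 of 4, all with an adjusted p under 0.05 (edgeR), and 4 when adjusted over the list alone. It was 1 of 1 in the notochord-like class, 5 of 6 in the NMP-like class (4, edgeR, and 4 adjusted over the list alone), 6 of 6 in the surface ectoderm and neural plate border-like class (2, edgeR, and 5 adjusted over the list alone) and 8 of 10 over all filtered cells (7, edgeR, and 8 adjusted over the list alone). An embryo of a later stage in the WT pool may be part of it. Of the sexed WT cells in the class, 0.102% (95% Clopper-Pearson interval 0.00258 to 0.567) were male, against 29.9% of those outside it, which fits a class that came from female embryos only, possibly a few. The posterior Hox list was at 525 CPM in this class and at 11.4 CPM in the WT somitic-like class. Whether loss of *Grhl3* itself changed the stage or the mesoderm of the null embryos is a biological explanation that this design leaves untested.

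The lower *Tfap2c* in the surface ectoderm and neural plate border-like class is not explained by the share of male cells, since it fell by 0.99 on the log2 scale among male cells alone. Fewer neural plate border-like cells in null and a lower level per cell cannot be told apart. With the sub-clusters named after the neural plate border or led by *Grhl3* left out, *Tfap2c* was at 21.2 ± 2.18 CPM in the WT and 18.1 ± 2.68 CPM in the null cells that remained (SD, n = 2), a log2 ratio of -0.22 within the spread. With only the sub-cluster named after the neural plate border left out, it was at 28.2 ± 3.18 and 18.1 ± 2.68 CPM, a log2 ratio of -0.64 beyond the spread. These sub-clusters were formed in part by genes that vary with *Tfap2c*, so leaving them out also takes out the WT cells with more of it. Within cells of the neural plate border list of Fig. S2C the log2 ratio was -1.01, but null cells were given a list by genes of which 11 of 13 were themselves lower in null, so this value does not settle it either. A stage effect and an effect of *Grhl3* cannot be told apart. Male and female WT cells of the class, at 39.2 ± 9.6 and 31.6 ± 1.95 CPM (SD, n = 2), differed by a log2 ratio of -0.31, which is within the spread of the male cells and leaves the stage of the pools confounded with genotype. An effect of *Grhl3* on *Tfap2c* is a hypothesis that needs single embryos.

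The genes of Fig. S1A that vary with *Grhl3* in WT cells did not all fall in null cells of the class. Of the 16 positive genes, 8 were lower and 8 higher, 8 and 3 of them with an adjusted p under 0.05 (edgeR), and 8 and 3 when adjusted over the list alone. The median log2 fold change was -0.27. With 50 principal components or log-normalised counts, 12 of the 16 were lower. As a set they were lower by limma's camera, with a p of 9.2e-05, and the call held under fry, with a p of 0.037, both from models fitted across all genes to 2 libraries against 2. The call under fry was lost with the replicate block, with 20 principal components and by marker score. Fry without a direction gave a p of 0.0023. Both negative genes were higher, 1 with an adjusted p under 0.05 (edgeR) and 2 when adjusted over the list alone. The study chose these lists on the same WT cells, so the first is not independent evidence. The set of 16 went the other way in the neuroepithelium-like class, where 12 of 15 were higher (9, edgeR, and 9 adjusted over the list alone). In the NMP-like class 8 were lower and 8 higher.

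General lists were also counted in each class. Over all filtered cells the 8 somite genes were higher in null, 5 with an adjusted p under 0.05 (edgeR) and 6 when adjusted over the list alone, with a median log2 fold change of 0.32. In the NMP-like class 6 of 6 were higher (3, edgeR, and 5 adjusted over the list alone). The pre-somitic genes tested in the neuroepithelium-like class were lower in 5 of 8 cases (5, edgeR, and 5 adjusted over the list alone). In the NMP-like class 6 of 9 were higher (3, edgeR, and 5 adjusted over the list alone). By sex the summed pre-somitic list went both ways there. It fell from 813 ± 22.8 CPM in WT to 643 ± 20.3 CPM in null among male cells. Among female cells it rose from 598 ± 3.26 to 811 ± 89.3 CPM. Genes induced by dissociation were lower in 7 of 9 cases in the surface ectoderm and neural plate border-like class (6, edgeR, and 6 adjusted over the list alone), with a median log2 fold change of -1.20, and in 9 of 11 over all filtered cells (4, edgeR, and 4 adjusted over the list alone). In the NMP-like class it was 7 of 10 (4, edgeR, and 4 adjusted over the list alone), with a median of -0.27. In the neuroepithelium-like class it was 5 of 11 (3, edgeR, and 3 adjusted over the list alone), with a median of 0.08. The median thus differed between the classes. Higher genes with an adjusted p under 0.05 (edgeR) numbered 1 in the surface ectoderm and neural plate border-like class and 0 in the NMP-like and neuroepithelium-like classes. The 7 haemoglobin genes, summed as a measure of free RNA from erythroid cells, were at 36.1 ± 4.06 CPM in WT and 32.4 ± 2.44 CPM in null neuroepithelium-like cells (SD, n = 2 each), against 184632 and 135578 CPM in erythroid-like cells. Of the *Grhl* family, *Grhl2* had a log2 fold change of -0.10 (adjusted p = 0.46, edgeR) and *Grhl1* of -0.26 (adjusted p = 0.66, edgeR) in the surface ectoderm and neural plate border-like class.

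*Afp* and *Apoa1*, named after their values were seen, were higher in null cells of the surface ectoderm and neural plate border-like class, by log2 fold changes of 3.27 (adjusted p = 5.5e-04, edgeR) and 2.09 (adjusted p = 0.0015, edgeR) and in both null libraries. Their levels were 1.57 and 2.13 CPM in null against 0.150 and 0.501 CPM in WT. Free RNA of endoderm cells is a candidate explanation. The other 6 genes of the visceral endoderm list, summed, were higher in null in 10 of the 11 named classes outside gut with at least 100 cells per genotype, with log2 ratios from -0.02 to 3.83 and a median of 0.38. They reached at most 11.3 CPM in such a null class, against 128 CPM in the null gut-like class. The 8 genes together were higher in 11 of 11, with log2 ratios from 0.37 to 2.64. Free RNA and low expression by the cells cannot be told apart, since the counts are few and the list was written after the first genes were seen. By gene, 2 of 2 tested were higher in the surface ectoderm and neural plate border-like class (2, edgeR), 5 of 6 in the NMP-like class (3, edgeR), 4 of 5 in the neuroepithelium-like class (3, edgeR) and 7 of 7 over all filtered cells (6, edgeR).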
